# Conserved Nutrient Sensor O-GlcNAc Transferase Is Integral to *C. elegans* Pathogen-Specific Immunity

**DOI:** 10.1371/journal.pone.0113231

**Published:** 2014-12-04

**Authors:** Michelle R. Bond, Salil K. Ghosh, Peng Wang, John A. Hanover

## Abstract

Discriminating pathogenic bacteria from bacteria used as a food source is key to *Caenorhabidits elegans* immunity. Using mutants defective in the enzymes of O-linked N-acetylglucosamine (O-GlcNAc) cycling, we examined the role of this nutrient-sensing pathway in the *C. elegans* innate immune response. Genetic analysis showed that deletion of O-GlcNAc transferase (*ogt-1*) yielded animals hypersensitive to the human pathogen *S. aureus* but not to *P. aeruginosa*. Genetic interaction studies revealed that nutrient-responsive OGT-1 acts through the conserved β-catenin (BAR-1) pathway and in concert with p38 MAPK (PMK-1) to modulate the immune response to *S. aureus*. Moreover, whole genome transcriptional profiling revealed that O-GlcNAc cycling mutants exhibited deregulation of unique stress- and immune-responsive genes. The participation of nutrient sensor OGT-1 in an immunity module evolutionarily conserved from *C. elegans* to humans reveals an unexplored nexus between nutrient availability and a pathogen-specific immune response.

## Introduction

Immunity and metabolism are inextricably linked, evolutionarily conserved systems required for the appropriate distinction between nutrient and pathogen. Organisms from *Caenorhabditis elegans* (*C. elegans*) to mammals utilize their innate immune system as a first-line of defense against bacteria, fungi, and viruses [1] with fitness favoring those effectively mounting responses to pathogens. As a versatile model for monitoring pathogen infections [2], *C. elegans’* delineation between bacteria as a nutrient or pathogen is critical as bacteria in decaying organic matter is an essential component of their diet. In this manuscript, we outline data that identify that the evolutionarily conserved, nutrient responsive enzyme O-GlcNAc transferase (OGT-1) is required for *C. elegans* to mount an appropriate innate immune response against select pathogens.

Nutrient flux is governed, in part, by the hexosamine biosynthetic pathway, which serves to produce the nutrient-sensor UDP-N*-*acetylglucosamine (UDP-GlcNAc). 2–5% of glucose is converted to UDP-GlcNAc, which is, in part, used to posttranslationally modify serine and threonine residues with O*-*linked N*-*acetylglucosamine (O-GlcNAc). This posttranslational modification (PTM) plays a role in a variety of cellular processes ranging from protein folding and enzyme activity to cell signaling (for review, see Zachara *et al*. and references therein) [3]. Inappropriate levels of O-GlcNAcylation have been implicated in many human conditions including diabetes, cancer, and neurodegenerative diseases [4]. The enzymes OGT-1 and O-GlcNAcase (OGA-1) govern the addition and removal of O-GlcNAc, respectively. Data from our laboratory [5] and described herein reveal that in animals lacking OGT-1 or OGA-1 activity, stress- and immune-response genes are deregulated. Moreover, it has been shown that mammalian OGT interacts genetically and physically with evolutionarily conserved proteins known to play key roles in the immune response, including β-catenin [6]–[9] and p38 MAPK [10].

While much has been established about the genes involved in the *C. elegans* innate immune response, evidence underscores that mechanisms for pathogen detection and immune response are not fully defined [11]. We suggest that the complicated immune response network in *C. elegans* utilizes OGT-1 in conjunction with other immune system components to respond to pathogens. This “fine tuning” of the innate immune response may rely on O-GlcNAc’s role as a signaling molecule [12].

## Results

The innate immune response in *C. elegans* is complex and has been linked to a number of signaling pathways including insulin signaling (*daf-2* and *daf-16*) [13], [14], MAPK signaling (*pmk-1,* the *C. elegans* p38 MAPK homolog), and β-catenin (*bar-1/egl-5*) [15]. Indeed, OGT has been shown to genetically and/or physically interact with p38 MAPK and β-catenin in mammalian cells [7], [9], [10]. We previously demonstrated genetic interactions between O-GlcNAc cycling and insulin signaling in *C. elegans* [16] and next we sought to determine if interactions also exist between O-GlcNAc cycling and the MAPK and β-catenin pathways. Throughout our work, we took advantage of three well-characterized mutant nematode strains null for either *ogt-1* (*ogt-1(ok1474)* and *ogt-1(ok430)*) or *oga-1* (*oga-1(ok1207)*). In addition, we utilized a new *oga-1* mutant allele (*oga-1(tm3642)*) which recently became available (Figures S1A, B). Without the ability to add or remove O-GlcNAc, respectively, animals lacking OGT-1 activity show complete absence of O-GlcNAc while animals without OGA-1 activity have increased levels of O-GlcNAc by immunoblot (Figure S1C). Multiple *ogt-1* and *oga-1* alleles were used for all assays strengthening our conclusions beyond the statistical power found in assay repetition.

### O-GlcNAc cycling mutants exhibit minimal phenotypes on non-pathogenic bacteria

Sensitive to bacterial pathogens, *C. elegans* elicit a pathogen-specific immune response as defined by microarray and distinct phenotypes [11]. We began by monitoring *ogt-1*, *oga-1*, and *pmk-1* null animals on OP50, the non-pathogenic laboratory *C. elegans* food source. To summarize multiple individual experiments measuring lifespan, we plotted the median survival data obtained for each of the mutant and double mutant backgrounds. With individual points on the plot representing the results of separate survival curves carried out in triplicate, Figure S2A depicts that all animals exhibited lifespans over 340 hours (∼14 days) after movement to OP50 (Figure S2A, Table S1). Although lifespan values vary slightly from previously reported data, the data in the literature vary as well depending on the lifespan analysis method [5], [17]. For experiments with OP50 and later with *S. aureus*, rather than serial transfer or use of the small molecule FUDR, progeny production was eliminated as a confounding factor with the use of cdc25.1 RNAi. The use of cdc25.1 RNAi has been described by others [15] and prevents the *S. aureus-*induced matricide phenotype. Importantly, all mutants examined exhibited no intestinal distension upon feeding with GFP-labeled OP50 (Figure S3A) and pumping rates similar to wild type (N2) when fed OP50 (pumping rates are considered an indicator of general nematode health; Figure 1, Table S2). Moreover, brood sizes for O-GlcNAc cycling and *pmk-1* null nematodes are within 15% of N2 [16] (Figure S3B and Table S3) suggesting that these non-stressed animals are generally healthy.

**Figure 1:**
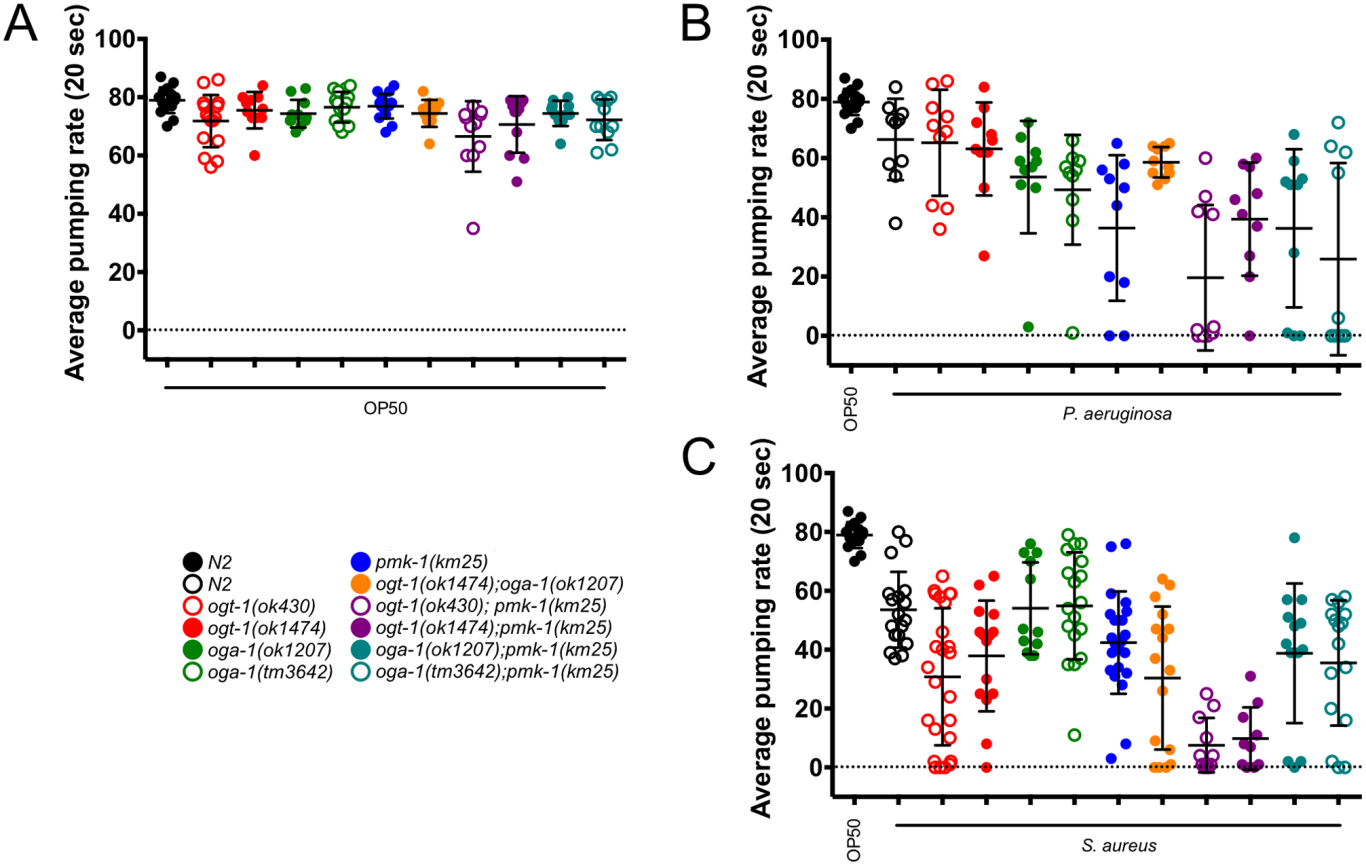
OP50 *E. coli*-fed nematodes are generally healthy while pathogen-fed worms demonstrate a decrease in overall health. (A), (B), and (C) The average pumping rate in a 20 second interval for nematodes fed OP50 or a pathogen. (A) All pumping rates are similar in N2 and mutant animals. (B) The average pumping rate for nematodes fed *P. aeruginosa* is decreased when compared to N2 animals fed OP50. Worms with a *pmk-1(km25)* background exhibit the largest decrease in pumping rate. (C) The average pumping rate for nematodes fed *S. aureus* is decreased when compared to N2 animals fed OP50. Double mutant *ogt-1; pmk-1* animals exhibit the largest decrease in pumping rate. Statistics are available in Table S2 and error bars represent standard deviation. All experiments were performed at 18°C. *n* = 10–25 animals.

### *P. aeruginosa* resistance is not contingent on OGT-1 or OGA-1

Given that OGT interacts with multiple immune modules and perturbed O-GlcNAc cycling alters immune-responsive genes [5], we hypothesized that animals lacking either *ogt-1* or *oga-1* would have decreased survival rates on *P. aeruginosa*. To determine whether O-GlcNAc cycling is required for the *C. elegans* immune response to Gram negative *Pseudomonas aeruginosa* PA14, we monitored survival after pathogen exposure and other phenotypes including pharyngeal pumping. Others have noted that declines in pharyngeal pumping are strongly correlated with age and, more dramatically, with pathogen exposure. Pathogen survival has been shown to increase and pumping rate decline has slowed with treatment of animals with an anti-infective reagent [18], [19]. Pumping rates for animals exposed to *P. aeruginosa* decreased in comparison to N2 animals on OP50 bacteria for all genotypes monitored (Figure 1B, Table S2). In addition, although qualitative, animals fed GFP-labeled PA14 demonstrated varied levels of both accumulation of the fluorescent bacteria and intestinal distension (Figure S3D) [11].

In line with literature data, we noted that animals lacking PMK-1 activity exhibited a 55% decrease in survival on *P. aeruginosa* (Figure 2A–D). We were surprised to find that mutants null for *ogt-1* and *oga-1* behaved like N2 animals exhibiting median survival indistinguishable from N2 on the Gram negative pathogen (Figures 2A–D, Table S1). To examine the potential genetic interaction of *pmk-1* with *ogt-1* and *oga-1* mutants in *P. aeruginosa* sensitivity, we monitored survival of O-GlcNAc cycling mutants in *pmk-1* null backgrounds. In these genetic epistasis experiments, we would expect that if *ogt-1* and *oga-1* do not modulate the immune response to *P. aeruginosa* double mutants would have median survival values similar to the *pmk-1* single mutants. Indeed, we found that the median survival values for double mutant *ogt-1*; *pmk-1* and *oga-1; pmk-1* animals exposed to *P. aeruginosa* had longevities that were indistinguishable from *pmk-1* single mutants (Figure 2A–D, Table S1) suggesting neither OGT-1 nor OGA-1 are involved in the *C. elegans* innate immune response to *P. aeruginosa*.

**Figure 2:**
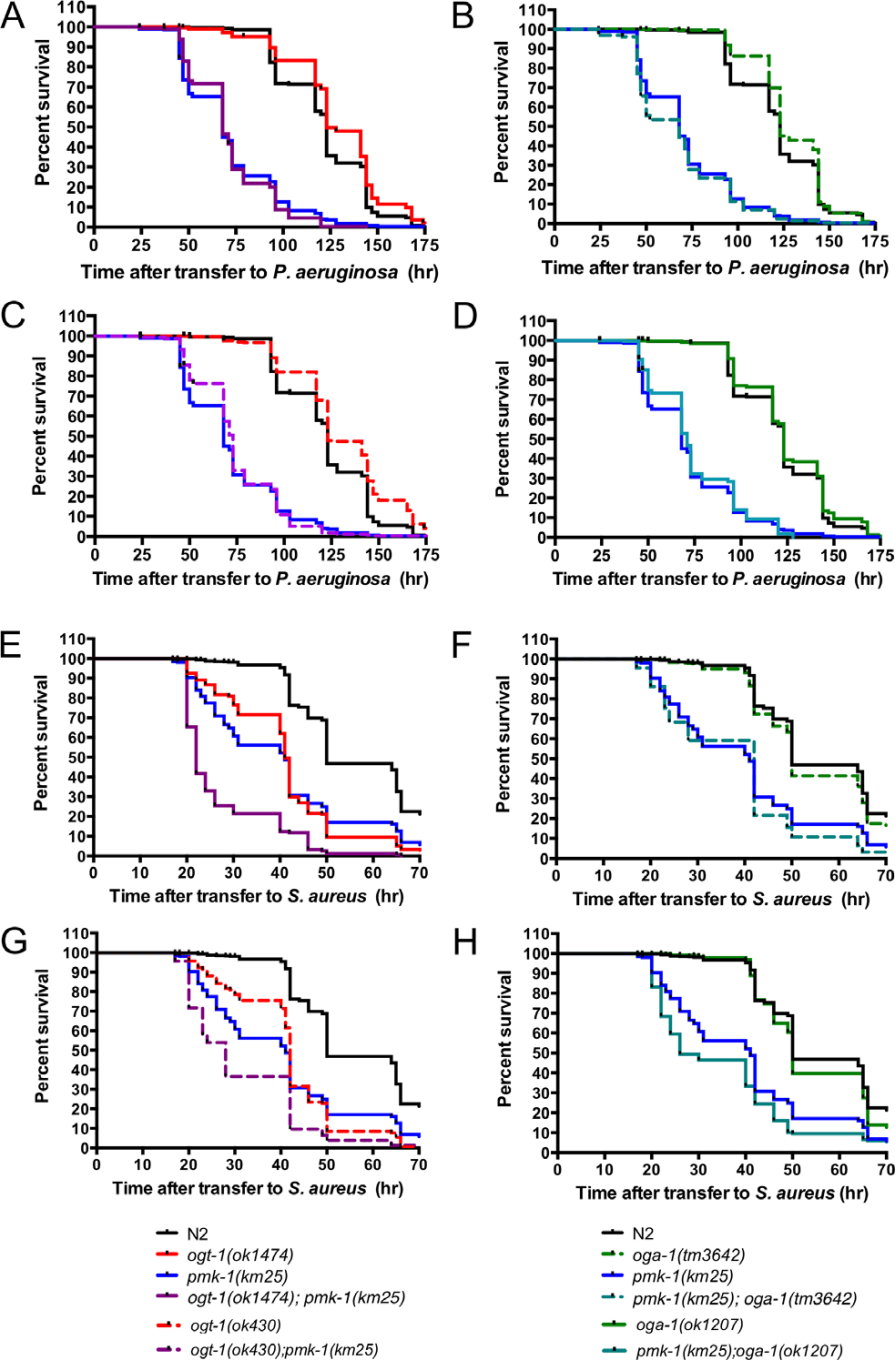
OGT-1 is required for the *C. elegans* response to *S. aureus*. *O-*GlcNAc cycling null nematodes are similarly susceptible to *P. aeruginosa* exposure as N2 animals: (A) *ogt-1(ok1474)*, (B) *oga-1(tm3642)*, (C) *ogt-1(ok430)*, and (D) *oga-1(ok1207)*. (A–H) *pmk-1(km25)* animals are hypersensitive to *P. aeruginosa* and *S. aureus*. (A, C) *ogt-1; pmk-1* and (B, D) *oga-1; pmk-1* are equally susceptible to *P. aeruginosa* as *pmk-1(km25)* single mutants. (E, G) *ogt-1* animals are hypersensitive to *S. aureus* while (F, H) *oga-1* mutants maintain survival similar to N2. (E, G) *ogt-1; pmk-1* are more susceptible to *S. aureus* than either *ogt-1* or *pmk-1* single mutants and (F, H) *pmk-1; oga-1* are similarly susceptible to *S. aureus* as *pmk-1* single mutants. Results are representative of at least two independent assays and are represented by comprehensive plots. *n*≧162. See Table S1 for individual assay statistical analysis.

### *S. aureus* resistance is modulated by OGT-1

As different innate immunity modulators are thought to govern the unique *C. elegans* response to each pathogen, we hypothesized that O-GlcNAc cycling may play a role in the *C. elegans* susceptibility to Gram positive *Staphylococcus aureus* NCTC8325. Indeed, all strains fed GFP-labeled *S. aureus* exhibited visible bacterial accumulation and intestinal lumen distension by confocal microscopy (Figure S3E) and after 18 hours of exposure to *S. aureus*. In addition, compared to N2 on OP50, all *S. aureus-*exposed genotypes had decreased pharyngeal pumping. Specifically, when compared to N2 on *S. aureus*, all but *oga-1* mutants had statistically decreased pumping rates (Figure 1C, Table S2). These data suggested that *oga-1* mutants were responding to the pathogen in a similar fashion as N2 animals. That the *ogt-1* single and the *ogt-1(ok1474)*; *oga-1(ok1207)* double mutants’ pumping rates both decreased by over 29% when compared to N2 on *S. aureus* suggests an increased sensitivity to *S. aureus* for animals lacking active OGT-1.

Unlike N2 animals, which maintained a median survival of 50 hours after *S. aureus* exposure, *ogt-1(ok430)* and *ogt-1(ok1474)* animals have a 16 and 18% decrease in their survival, respectively (Figures 2E, G, Table S1). These data suggest that the absence of OGT-1 enhanced the nematodes’ susceptibility to killing by *S. aureus*. In contrast, *oga-1* mutant animals appear to exhibit susceptibility comparable to N2 animals (Figures 2F, H, Table S1). Importantly, *ogt-1(ok1474); oga-1(ok1207)* double mutant animals behave like *ogt-1(ok1474)* single mutant animals rather than *oga-1(ok1207)* animals upon *S. aureus* exposure supporting a previously described genetic epitasis (Table S1) [20].

### OGT-1 acts in parallel to PMK-1/p38 MAPK pathway in response to *S. aureus*

With the pathogen sensitivity of the PMK-1 cassette well documented [21]–[23], we aimed to define whether the O-GlcNAc cycling and PMK-1/p38 MAPK pathways intersect in the *C. elegans* innate immune response to *S. aureus*. We found that animals lacking *pmk-1* are exquisitely sensitive to both *P. aeruginosa* and *S. aureus* (Figure 2) also exhibiting decreased pumping compared to N2 animals (Figure 1).

Next, to investigate the interplay between O-GlcNAc cycling and the PMK-1/p38 MAPK signaling cassette, we carried out epistasis analysis. We expected that if *ogt-1* and *pmk-1* were working in different pathways to modulate the immune response to *S. aureus*, we would see an additive effect on the survival curves. While survival of *S. aureus*-fed *pmk-1(km25); oga-1(tm3642)* double mutants were indistinguishable from *pmk-1* single mutants (Figure 2F, Table S1), *ogt-1; pmk-1* nematodes were 32–46% more susceptible to *S. aureus* than either mutant alone (Figures 2E, G, Table S1). This is supported by a striking decrease in pumping rates for the *ogt-1; pmk-1* animals in comparison to N2, *ogt-1*, and *pmk-1* single mutants on *S. aureus* (Figure 1C, Table S2). Our data show a negative correlation between animal survival and pumping rate suggesting that the animals do not simply decrease pathogen intake to survive rather the animals that are succumbing to pathogen exposure most quickly are those that show a decline in pumping rate at an early time point. Interestingly, loss of neither *ogt-1* nor *oga-1* yielded a change in *pmk-1* activation via phosphorylation (Figure S4). The additive sensitivity of *ogt-1; pmk-1* mutants support the notion that OGT-1 acts in parallel to PMK-1 to confer resistance to *S. aureus*.

### Genome-wide transcriptional analysis supports a role for O-GlcNAc in immunity

Previously, we showed that O-GlcNAc cycling is linked to the transcriptional regulation of genes involved in longevity, stress, and immunity [5]. To address the extent to which O-GlcNAc cycling altered the regulation of immune-related genes, we used Affymetrix whole-genome *C. elegans* microarrays to elucidate the changes in *ogt-1* and *oga-1* mutant strains compared to a *pmk-1* mutant strain and wild type animals. 

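OGT-1 attaches O-GlcNAc to proteins and OGA-1 removes it, so *ogt-1(ok1474)* animals lack the mark and *oga-1(ok1207)* animals cannot take it off. PMK-1 is the p38 kinase of the worm's immune pathway, and *pmk-1(km25)* animals lack its activity. N2 is the wild type strain. OP50 is the *E. coli* strain that worms are fed in the laboratory.
According to the methods, synchronized L4 larvae of each strain were washed, divided among OP50, *S. aureus* and *P. aeruginosa*, and kept on the bacteria for 6 h at 18 °C. RNA was prepared in triplicate, which gives 3 arrays for each of 12 groups, 36 arrays in total. The values are log2 intensities made with the RMA method, with array medians from 6.958 to 7.125. The array holds 22625 probe sets; 77 control probe sets were left out and 22548 were tested. Of these, 20768 name 1 gene, 887 name several and 893 name none. Arrays of 1 group correlated between 0.9845 and 0.9965 over probe sets. No array shares a number with another, so the labels do not say which arrays came from the same culture. The labels and the methods differ in the amount and kind of RNA labelled, and a label line on treatment reads like that of a mouse study; neither enters the values.
One linear model with a mean for each group was fitted to each probe set with limma, and the mutants were compared with N2 on OP50 and each strain's pathogen arrays with its own OP50 arrays. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets of a comparison) and a change of at least 2-fold. A gene measured by several probe sets is given by its brightest one. In the N2 response to *S. aureus*, a planted change of log2 1 was called in 44.8% of probe sets and a change of log2 1.5 in 94.0%. A change of log2 1 lies at the 2-fold minimum itself, so many of its estimates fall below it with any number of arrays. Changes near 2-fold are thus often missed.
The brightest probe set of *ogt-1* was lower in *ogt-1* animals than in N2 on OP50, by less than 2-fold (log2 change -0.82, standard error 0.20, adjusted p = 0.0147; -1.02 without *ogt-1* OP50 array 6). On *P. aeruginosa* its difference from N2 did not pass the test (-0.32, adjusted p = 0.3679). A dimmer *ogt-1* probe set was lower by log2 -1.10 on OP50 (standard error 0.18, adjusted p = 3.62e-04) and by -0.68 on *P. aeruginosa* (adjusted p = 0.0301). On *S. aureus* both were lower, the brightest by -0.69 (adjusted p = 0.0483) and the dimmer by -1.08 (adjusted p = 3.81e-04). In *oga-1* animals the brightest *oga-1* probe set was lower by log2 -1.48 on OP50 (adjusted p = 0.0036), and a pair of dimmer ones by -1.81 (adjusted p = 2.48e-04) and -0.80 (adjusted p = 0.0247). The *pmk-1* probe set was higher in *pmk-1* animals than in N2 on all 3 bacteria, each time by less than 2-fold: by log2 0.34 on OP50 (standard error 0.12, adjusted p = 0.0469), 0.59 on *S. aureus* (adjusted p = 0.0014) and 0.67 on *P. aeruginosa* (adjusted p = 1.77e-04). The array reports RNA and not the protein. Whether these probe sets lie in the deleted parts of the genes was not examined, so their values do not test whether the genes were lost. According to the methods, the genotype of every sample was checked by real-time PCR after RNA isolation.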

The complete list of deregulated genes can be found in Dataset S1. Analyzing L4 larvae on OP50, we noted the more than 2 fold deregulation of 606 (o*gt-1*), 776 (o*ga-1*), and 1214 (*pmk-1*) genes with *p*<0.05 (Figure 3A). 

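The cuticle of a larva is made of collagens and is rebuilt at each molt. Molting genes such as *ptr-4* and *ptr-18*, and the hedgehog-related genes *wrt-1*, *wrt-4* and *hog-1*, are expressed in the skin in time with the molt. Vitellogenins are yolk proteins that the intestine begins to make as animals become adults. C17H12.8, *clec-67* and *dod-22* encode secreted or lectin-like proteins that the PMK-1 pathway keeps on. *cpr-4* encodes a cathepsin B protease.
In *ogt-1* animals on OP50, 144 probe sets were higher and 335 lower than in N2. In *oga-1* animals 124 were higher and 537 lower, and in *pmk-1* animals 276 were higher and 920 lower. The thresholds of the paper's methods, a p under 0.05 without adjustment and 2-fold, gave 606, 776 and 1214 probe sets. With no minimum on the fold, 546 were higher and 816 lower in *ogt-1*, 346 and 952 in *oga-1*, and 2313 and 2410 in *pmk-1*, where the excess of lower probe sets is thus found among the 2-fold calls. Array weights gave 729 for *ogt-1*, and the molting genes as a covariate, chosen after the values were seen, gave 88, 53 and 92. Single N2 arrays moved these counts: without N2 OP50 array 11 the counts were 111, 269 and 855, and without array 10 they were 875, 970 and 1557. For *ogt-1*, leaving out *ogt-1* array 4 gave 229, *ogt-1* array 6 gave 303 and N2 array 12 gave 249; for *oga-1*, leaving out *oga-1* array 7 gave 406.
The highest probe set in *ogt-1* animals that names a gene was that of ZK218.5 (log2 change 5.44, standard error 0.30, adjusted p = 1.68e-13). The protease gene *cpr-4* rose by log2 2.30 in *ogt-1* and 2.08 in *oga-1*. C38D9.2 was lower in both, by log2 -5.25 in *ogt-1* (standard error 0.25, adjusted p = 6.73e-15) and -5.14 in *oga-1* (standard error 0.25, adjusted p = 1.21e-14). In *pmk-1* animals C17H12.8 was lower by log2 -6.31 (standard error 0.20, adjusted p = 6.72e-20), *clec-67* by -5.83 and *dod-22* by -5.53. All 11 measured genes of the list of PMK-1-dependent effectors were lower in *pmk-1* (11 when adjusted over the list alone), and the list shifted against other genes (camera, adjusted p = 1.08e-34, and 1.65e-05 with an estimated correlation). Some of its members had been seen in Dataset S1, made from these arrays, when the list was written, so this is not independent evidence. In *ogt-1*, the effector gene *sysm-1* was higher by log2 1.56 (standard error 0.25, adjusted p = 3.62e-04).
Of 80 hedgehog-related and patched-related genes, 14 were lower in *ogt-1* and 0 higher (16 lower when adjusted over the list alone), 29 were lower in *oga-1* and 33 in *pmk-1*, where 1 was higher in each (30 and 34 lower when adjusted over the list alone). The list shifted down in *ogt-1* (camera, adjusted p = 2.45e-09; adjusted p = 0.5161 with an estimated correlation). Of 17 molting genes, 4, 9 and 12 were lower in *ogt-1*, *oga-1* and *pmk-1* (5, 10 and 12 when adjusted over the list alone) and 0 higher. Their mean log2 deviation from all arrays was 0.99 ± 0.35 (SD, n = 3) in N2, 0.26 ± 0.15 in *ogt-1*, 0.02 ± 0.22 in *oga-1* and -0.23 in *pmk-1*. Vitellogenins stood at -0.06 ± 0.37 (SD, n = 3) in N2, 0.53 ± 0.18 in *ogt-1*, 0.46 ± 0.12 in *oga-1* and 0.58 in *pmk-1*.

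**Figure D1:**
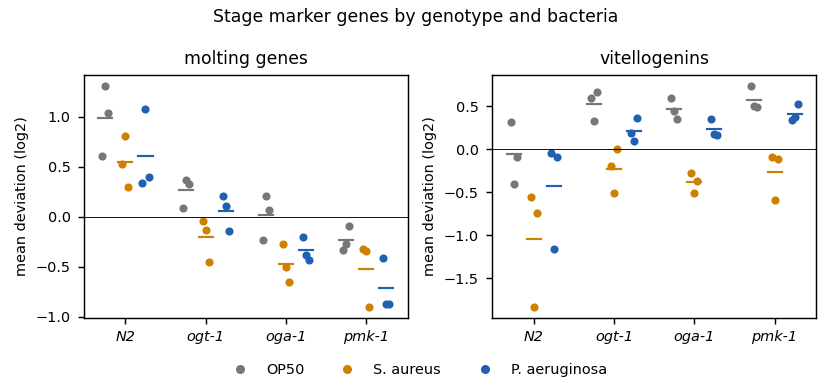
Mean log2 deviation of the molting genes and of the vitellogenins from the mean of all arrays (vertical axis), per array, by strain and bacteria (horizontal axis); points are arrays and bars are group means. On OP50 the molting genes lie between 0.61 and 1.31 in the N2 arrays and between -0.33 and 0.37 in the mutant arrays.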

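*abu-12* and *abu-13* encode proteins related to those of the pharynx cuticle, and *lys-3* encodes a lysozyme, an enzyme that breaks bacterial walls. *irg-4*, *irg-5* and *lys-2* are immune genes that depend on PMK-1. *warf-1* encodes a small GTPase of the Arf family, and *clec-139* a C-type lectin.
Of the probe sets called on OP50, 73 were called in *ogt-1* alone, 78 in *oga-1* alone and 567 in *pmk-1* alone. A further 35 were called in *ogt-1* and *oga-1* alone, 81 in *ogt-1* and *pmk-1* alone, and 258 in *oga-1* and *pmk-1* alone. A call in 1 strain alone was not tested as a difference between strains.
All 3 mutants shared 290 probe sets, of which 40 were higher and 247 lower in each of them. *abu-12* was among the shared genes, with log2 changes of -1.24 in *ogt-1*, -1.82 in *oga-1* and -1.90 in *pmk-1* (standard error 0.28; adjusted p = 0.0092, 1.61e-04 and 1.93e-05); its *ogt-1* call was lost without N2 OP50 array 11 (adjusted p = 0.1206). *lys-3* was lower in all 3 as well, by log2 -1.49, -1.74 and -1.93, and its call in *ogt-1* was lost without N2 OP50 array 11 (adjusted p = 0.1061) or 12 (0.0611) and without *ogt-1* OP50 array 4 (0.0676) or 6 (0.0769). *clec-139* rose in *ogt-1* (log2 1.72) and *oga-1* (log2 1.90), while *warf-1* rose in *oga-1* by log2 3.04. *irg-4* and *lys-2* fell in *pmk-1* by log2 -4.74 and -3.41.
The count of shared probe sets rests on few arrays. It was 25 without N2 OP50 array 11, 653 without array 10 and 114 without array 12, and 104 and 124 without *ogt-1* arrays 4 and 6. It was 442 with array weights, 607 with no minimum on the fold and 2 with the molting genes as a covariate, chosen afterwards. *ogt-1* and *oga-1* shared 60 higher and 264 lower probe sets, where independent lists would share 0.8 and 8.0, and 1 moved in opposite directions. *oga-1* and *pmk-1* shared 61 higher and 481 lower. All 3 comparisons use the same 3 N2 arrays, and part of the excess may come from these shared controls, which 3 arrays cannot be split to test. Simulated arrays without any change but with shared controls gave a mean of 0 probe sets called in all 3. Arrays without changes have hardly anything to call, so this 0 does not show how much shared controls add where there are calls. The covariance of the log2 changes of *ogt-1* and *oga-1* was 0.1182 against a simulated mean of 0.0189 (highest 0.0996). That of *ogt-1* and *pmk-1* was 0.1434 against 0.0177 (highest 0.0566). The correlations, 0.826 and 0.741, lay within the simulated ranges, which reached 0.959 and 0.8266.
The changes of these shared probe sets, turned to their OP50 direction, were also seen on the pathogens, with medians of log2 0.976 in *ogt-1*, 1.424 in *oga-1* and 1.522 in *pmk-1* against N2 on *S. aureus*.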

While there is overlap between the genes deregulated in these three strains, many deregulated genes are either unique or commonly deregulated with only one other strain supporting the varied responsibilities for each of the missing enzymes. Indeed, when analyzed bioinformatically using DAVID [24], the genes deregulated in all three mutants were predicted to be genes important for immunity (Figure 3B, Table S4). 

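C-type lectins bind sugars, and many are secreted into the worm gut. Collagens make up the cuticle, the outer barrier of the animal. Hedgehog-related proteins such as GRD-2 and WRT-6 are secreted by the skin, where patched-related proteins such as PTR-4 act in molting. Lysozymes are antibacterial enzymes.
The probe sets called in all 3 mutants name 260 genes. Of 80 measured hedgehog-related and patched-related genes, 16 were among them, all lower (Fisher's exact test, one-sided, adjusted p = 1.66e-12). In *pmk-1* animals *ptr-4* was lower by log2 -2.25 (standard error 0.33, adjusted p = 1.79e-05) and *wrt-1* by -2.36 (standard error 0.37, adjusted p = 5.44e-05). In *ogt-1* animals *ptr-4* fell by -1.07, a call lost without N2 OP50 array 11 (adjusted p = 0.2511) or 12 (0.1768) and without *ogt-1* array 4 (0.1461), 5 (0.0811) or 6 (0.0924). *hog-1* fell by log2 -1.48 in *ogt-1* (standard error 0.26, adjusted p = 9.46e-04). Cuticle collagens gave 12 of 145, of which 3 were higher (adjusted p = 3.20e-05). The collagen gene *col-48* fell by log2 -1.34 in *ogt-1*, a call lost without N2 array 11 (adjusted p = 0.1729) or 12 (0.0850) and without *ogt-1* array 4 (0.0829) or 6 (0.0908), and by -1.72 in *oga-1*. *bli-1* and *dpy-8*, which shape the cuticle, were lower in *pmk-1* by log2 -2.13 and -2.34. Molting genes gave 4 of 17, all lower (adjusted p = 0.0010). These skin genes moved together with the stage markers, and the annotation does not tell cuticle repair from the timing of a molt. Fisher's test takes genes as independent, and genes that move together can make its p-values too small. The shared probe sets that name these genes were 290 with all arrays and 25 without N2 OP50 array 11.
C-type lectins gave 1 of 220, where 3.34 would be there by chance (adjusted p = 1.0000 from the same test). Lysozymes gave 2 of 16 (adjusted p = 0.1390) and the *abu* family 2 of 11 (adjusted p = 0.0837). Among the 387 probe sets at the thresholds of the paper's methods, which name 342 genes and were examined for gene groups after the other values were seen, C-type lectins gave 5 (4.39 by chance, adjusted p = 1.0000, Fisher's exact test), the *abu* family 3 (adjusted p = 0.0084) and vitellogenins 2 of 5 (adjusted p = 0.0222). Of the 21 genes of Fig. 3C, chosen in part on these arrays, 3 were among these 342 genes (0.42 by chance). Only *ilys-2* was among the 260, with an adjusted p from limma of 0.0375 in *ogt-1*, 0.0412 in *oga-1* and 0.0475 in *pmk-1*. Each call of *ilys-2* was lost without N2 OP50 array 10 (0.0959, 0.1277 and 0.1571), 11 (0.1570, 0.1730 and 0.1346) or single arrays of the mutants. The PMK-1-dependent effectors gave 0 of 11 and the infection response genes 0 of 8 in the Fisher test. The groups of genes were chosen by name and are not those of the DAVID program. From the categories enriched in Fig. 3B, the paper predicts that the genes changed in all 3 mutants matter for immunity.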

Carbohydrate binding proteins, signal peptides (including glycoproteins), and the nematode cuticle are thought to be involved in the immune response either responding to immune challenge (carbohydrate binding proteins) or protecting the organism from pathogens (the cuticle) [1], [11], [25]–[28]. The deregulation of immunity-associated transcriptional targets shared by *pmk-1, ogt-1,* and *oga-1* prompted us to examine the transcriptional response of the *pmk-1* and O-GlcNAc cycling null strains to the pathogenic bacteria *P. aeruginosa* PA14 (Gram negative) and *S. aureus* NCTC8325 (Gram positive).

**Figure 3:**
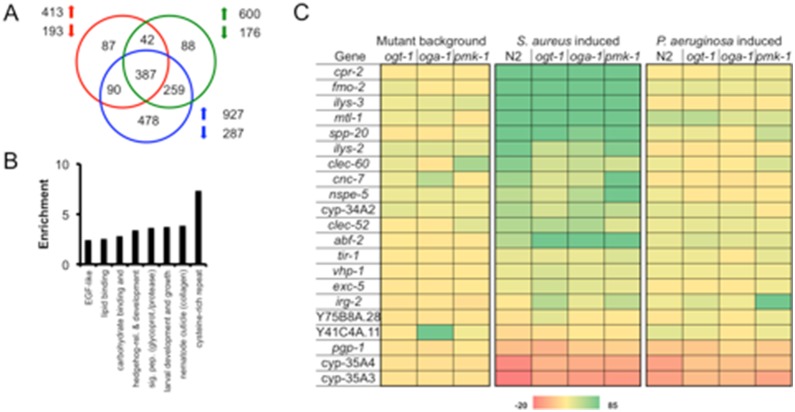
Distinct genes are deregulated in *C. elegans* mutants lacking active OGT-1, OGA-1, or PMK-1 after 6 hours of pathogen exposure. (A) Venn diagram of genes deregulated in *ogt-1(ok1474)* (red), *oga-1(ok1207)* (green), and *pmk-1(km25)* (blue) on OP50 vs. N2. (B) Categories of 387 commonly deregulated genes enriched according to DAVID analysis of microarray samples from A. (C) Heat map of relative levels of genes differentially regulated in mutant backgrounds compared to N2 on OP50 and those deregulated within individual mutants upon pathogen exposure. *cpr-2, fmo-2, ilys-3, clec-60,* and *clec-52* [11], *mtl-1, nspe-5, vhp-1, abf-2,* and *cyp-35A4* [55], *spp-20* and *cyp-35A3* [30], *ilys-2* [11], [28], *cnc-7* [55], [56], *cyp-34A2* [57], *tir-1* [58], [59], *exc-5* [11], [55], *irg-2* [29], Y75B8A.28 [60], [61], Y41C4A.11 [62], *pgp-1* [53].

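*cpr-2* encodes a gut protease, *ilys-3* an invertebrate lysozyme, *spp-20* a saposin-like peptide and *abf-2* an antibacterial peptide. *mtl-1* encodes a metallothionein, which binds metals. *cyp-35A3* and *cyp-35A4* are cytochrome P450 enzymes of detoxification, and *pgp-1* is an efflux pump of the gut. *exc-5* encodes an exchange factor for a small GTPase, and Y75B8A.28 a protein of unknown function.
The 21 genes drawn in Fig. 3C were chosen by the study, in part on these arrays, so their counts are not independent evidence. On *S. aureus*, 12 rose and 5 fell in N2, 15 and 4 in *ogt-1*, 13 and 3 in *oga-1*, and 14 and 3 in *pmk-1*, the same numbers as when adjusted over the list alone.
*cpr-2* rose in all 4 strains on *S. aureus*, by log2 6.39 in N2, 4.28 in *ogt-1*, 5.18 in *oga-1* and 3.87 in *pmk-1* (standard error 0.33). Its response was smaller than that of N2 in *pmk-1* (difference of log2 changes -2.52, standard error 0.46, adjusted p = 0.0085) and in *ogt-1* (-2.11, standard error 0.46, adjusted p = 0.0229), where it was lost without *ogt-1* OP50 array 4 (adjusted p = 0.0559) or 5 (0.0624), *ogt-1* *S. aureus* array 17 (0.0770) or 18 (0.0813), N2 OP50 array 11 (0.0607), or N2 *S. aureus* array 22 (0.0787) or 23 (0.0515). *ilys-3* rose by log2 5.85 in N2 and 4.67 in *ogt-1*, without a called difference between them (adjusted p = 0.4515). The metallothionein gene *mtl-1* rose on both pathogens, by log2 4.05 on *S. aureus* and 2.14 on *P. aeruginosa* in N2 (standard error 0.23; adjusted p = 1.45e-13 and 1.37e-07). *spp-20*, named from the paper's Dataset S1 because the array's annotation now calls it *spp-27*, rose by log2 3.33 in N2 and 4.74 in *pmk-1* on *S. aureus*. *abf-2* rose by log2 2.27 in N2 and 3.49 in *ogt-1* (adjusted p of the difference 0.1390, but 0.0184 without N2 OP50 array 10 and 0.0328 without *ogt-1* *S. aureus* array 17).
Y75B8A.28 fell in N2 on *S. aureus* from log2 6.83 ± 0.22 to 5.63 ± 0.29 (SD, n = 3; limma, adjusted p = 6.63e-04) and rose in *ogt-1* by 1.03, a change that is below 2-fold without *ogt-1* *S. aureus* array 18 (0.89), without its array 16 (0.92), without *ogt-1* OP50 array 4 (1.00) or with array weights (0.91). The difference between the strains was called (2.22, standard error 0.34, adjusted p = 6.76e-04). *exc-5* rose in *ogt-1* by log2 1.69, and its difference from N2 (1.21, adjusted p = 0.0384) was lost in the fit on the compared groups alone (0.1490), with arrays centred on their medians (0.0685), without *ogt-1* OP50 array 4 (0.1268) or 5 (0.1088) or *S. aureus* array 16 (0.1802), and without N2 OP50 array 10 (0.0706), 11 (0.0688) or 12 (0.1061) or N2 *S. aureus* array 22 (0.1012) or 24 (0.1597). *cyp-35A3* and *cyp-35A4* fell in all strains on *S. aureus*, in N2 by log2 -4.28 and -4.13, as did *pgp-1* by -3.10. Y41C4A.11, also named from Dataset S1, fell by log2 -1.92 in N2 on *S. aureus* and was already 4.04 higher in *oga-1* than in N2 on OP50.
Over all probe sets, the response to *S. aureus* differed from that of N2 in 112 probe sets in *ogt-1* (a higher log2 change in 99 and a lower one in 13, which is not the size of the response; of the 99, 72 were called higher on *S. aureus* in *ogt-1* and 11 called lower in N2), 3 in *oga-1* and 69 in *pmk-1*. In *ogt-1* this count was 63 without OP50 array 4, 62 and 69 without *S. aureus* arrays 16 and 18, and 70 without N2 *S. aureus* array 22. In *pmk-1* it was 22 without OP50 array 1, 38 without N2 OP50 array 11 and 38 without N2 *S. aureus* array 22. In *oga-1*, it was 0 without *oga-1* OP50 array 8 (599 at an unadjusted p under 0.05 in limma), 0 without its array 9 (540), 0 without N2 *S. aureus* array 23 (700) and 1 without *oga-1* *S. aureus* array 21. By the methods' thresholds the counts for *ogt-1*, *oga-1* and *pmk-1* were 291, 82 and 297, with array weights 273, 17 and 167, and with the place of an array in its group as a block, chosen after the values were seen, 176, 7 and 128. Fitted on the compared groups alone they were 8 in *oga-1* and 17 in *pmk-1*. In *ogt-1* the higher and lower changes were less uneven by the methods' thresholds (212 and 79) and with array weights (208 and 65). These counts do not show a response particular to *ogt-1*. Compared directly, a test chosen after the values were seen, the responses of *ogt-1* and *oga-1* differed in 9 probe sets. The 99 also had a median difference from N2 of 0.64 in *oga-1* and 0.68 in *pmk-1*, beside 1.57 in *ogt-1*, for which they were picked.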

We first examined a number of genes considered to be signature pathogen response genes (Figure 3C and references therein) and noted that the different *C. elegans* strains varied in transcriptional response. Using RT-qPCR, we confirmed the microarray data and examined transcript levels of signature *S. aureus*-induced genes including *fmo-2*, a flavin-containing monoxygenase [11] (Figure S5). Indeed, this biomarker was greatly induced after 6 hours of pathogen exposure, albeit at slightly different levels, in only animals exposed to *S. aureus* but not those exposed to *P. aeruginosa* (Figures 3 and S5). 

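*fmo-2* encodes a flavin-containing monooxygenase, an enzyme that oxidizes small molecules. It is nearly off in worms on *E. coli* and is switched on by several stresses.
*fmo-2* stood at log2 4.08 ± 0.38 (SD, n = 3) in N2 on OP50 and at 10.37 ± 0.32 on *S. aureus*. The rise was log2 6.28 in N2, 6.04 in *ogt-1*, 6.56 in *oga-1* and 6.22 in *pmk-1* (standard error 0.32; adjusted p from limma 3.03e-14, 5.79e-14, 1.25e-14 and 2.25e-14). No difference between a mutant and N2 was called; the difference was -0.24 in *ogt-1*, 0.28 in *oga-1* and -0.06 in *pmk-1* (standard error 0.45). On *P. aeruginosa* the change of *fmo-2* was log2 0.82 in N2, 0.95 in *ogt-1*, 0.48 in *oga-1* and 0.74 in *pmk-1*, and none passed the test (adjusted p = 0.1241, 0.0857, 0.5394 and 0.2515). *fmo-2* was called there in *ogt-1* with array weights (1.03, adjusted p = 0.0031) and without *ogt-1* *P. aeruginosa* array 30 (1.28, adjusted p = 0.0179), and in N2 without N2 *P. aeruginosa* array 34 (1.13, adjusted p = 0.0402). *fmo-2* on OP50 was log2 0.79 higher in *ogt-1* than in N2, which did not pass the test either (adjusted p = 0.1287).

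**Figure D2:**
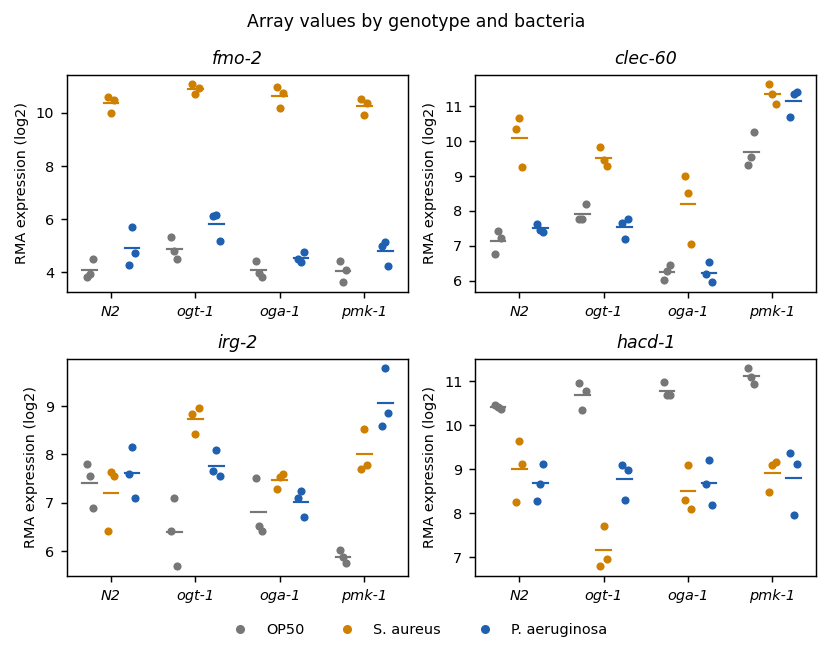
RMA log2 intensity (vertical axis) of *fmo-2*, *clec-60*, *irg-2* and *hacd-1* per array, by strain and bacteria (horizontal axis); points are arrays and bars are group means. The mean of *fmo-2* lies between 10.27 and 10.91 on *S. aureus* and between 4.05 and 5.83 on the other bacteria.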

The c-type lectin *clec-60* [11] has been suggested to function in an antimicrobial fashion or as a receptor in the *C. elegans* host response and we noted it to be differentially regulated in N2, the single mutants, and the *ogt-1; pmk-1* double mutant. 

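C-type lectins bind sugars on the surface of microbes or of host cells, and *clec-60* is expressed in the gut. The change of *clec-60* on a pathogen depends on its level on OP50 as well as on its level on the pathogen.
On OP50, *clec-60* stood at log2 7.14 ± 0.34 (SD, n = 3) in N2 and at 9.70 ± 0.49 in *pmk-1*, a difference of 2.56 (standard error 0.35, adjusted p = 7.58e-06 from limma). In *ogt-1* it was 7.91 ± 0.24 and in *oga-1* 6.25 ± 0.22 (SD, n = 3 each), and neither differed from N2 in the test (adjusted p = 0.1749 and 0.1365, limma). On *S. aureus* *clec-60* rose in each of the 4 strains, by log2 2.94 in N2, 1.61 in *ogt-1*, 1.94 in *oga-1* and 1.64 in *pmk-1* (standard error 0.35; adjusted p = 6.69e-07, 0.0014, 2.65e-04 and 0.0014). The differences of these responses from that of N2 were -1.33, -1.01 and -1.30, and none passed the test (standard error 0.49; adjusted p = 0.4689, 0.9999 and 0.4975). In *pmk-1* animals *clec-60* also rose on *P. aeruginosa* by log2 1.45 (adjusted p = 0.0103), but not without *pmk-1* OP50 array 1 (adjusted p = 0.0919) or array 2 (0.0556), or without *P. aeruginosa* array 26 (0.0702) or 27 (0.0685). The double mutant is not among the arrays.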

Interestingly, *irg-2*, a p38 MAPK-independent infection response gene [29] was induced above background levels in *ogt-1, pmk-1*, and *ogt-1; pmk-1* animals fed *S. aureus* while N2 and *oga-1* maintained background levels of expression. 

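The *irg* genes respond to infection, and *irg-1*, *irg-2* and *irg-3* are known from worms on *P. aeruginosa*, where *irg-1* answers to the transcription factor ZIP-2 when translation is blocked. *irg-4* and *irg-5* depend on PMK-1. *irg-6* encodes a CUB-domain protein.
On *S. aureus*, *irg-2* rose by log2 2.34 in *ogt-1* (standard error 0.36, adjusted p = 2.21e-05) and by 2.11 in *pmk-1* (standard error 0.36, adjusted p = 1.15e-04). The changes in N2 (log2 -0.21, adjusted p = 0.7883) and in *oga-1* (0.66, adjusted p = 0.2596) did not pass the test. On OP50 *irg-2* stood at log2 7.41 ± 0.47 (SD, n = 3) in N2, 6.39 ± 0.70 in *ogt-1* and 5.89 ± 0.13 in *pmk-1*, where it was lower than in N2 (adjusted p = 0.0034, limma); the difference between *ogt-1* and N2 there did not pass the test (adjusted p = 0.0830), except without *ogt-1* OP50 array 5 (0.0377). On *S. aureus* it reached 7.20 ± 0.68 (SD, n = 3) in N2, 8.74 ± 0.28 in *ogt-1* and 8.00 ± 0.45 in *pmk-1*. The response of *irg-2* was larger than that of N2 in *ogt-1* (difference 2.55, standard error 0.51, adjusted p = 0.0097) and *pmk-1* (2.32, standard error 0.51, adjusted p = 0.0288). Fitted on the compared groups alone these differences did not pass (adjusted p = 0.0639 and 0.0948), and that in *pmk-1* was lost without *pmk-1* OP50 array 1 (0.0707), 2 (0.0753) or 3 (0.0724), *pmk-1* *S. aureus* array 14 (0.0952), N2 OP50 array 10 (0.0747) or 11 (0.0835), or N2 *S. aureus* array 22 (0.1478). The difference of *irg-2* between the responses of *ogt-1* and *oga-1* did not pass the test over all probe sets (1.69, standard error 0.51, adjusted p = 0.4632), which leaves open whether they are alike.
Of the 8 measured infection response genes, 4 rose in *ogt-1* on *S. aureus* (4 when adjusted over the list alone), among them *irg-4* (log2 1.37), *irg-5* (2.74) and *irg-6* (3.98, standard error 0.37, adjusted p = 1.10e-08). The log2 changes of the list were higher in *ogt-1* than in N2 (camera, adjusted p = 6.17e-08; adjusted p = 0.0049 with an estimated correlation). On *P. aeruginosa*, *irg-2* rose in *pmk-1* by log2 3.18 (adjusted p = 4.02e-07) and in *ogt-1* by 1.37, the latter lost without *ogt-1* OP50 array 4 (adjusted p = 0.0683) or 6 (0.1390), or without *ogt-1* *P. aeruginosa* array 28 (0.0552) or 29 (0.1293).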

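*irg-3*, *clec-45* and *nspg-7.2* are genes of the response to *P. aeruginosa*, the second a C-type lectin gene. *hsp-12.6* encodes a small heat shock protein and *dod-3* is an output of insulin signalling. *sams-1* makes the methyl donor of the cell, and *cth-1* acts in cysteine metabolism. *gst-38* and *gst-33* encode glutathione S-transferases.
In N2, *S. aureus* raised 523 probe sets and lowered 338 after 6 h, and *P. aeruginosa* raised 294 and lowered 219. Both pathogens raised 165 and lowered 109, where independent lists would share 6.8 and 3.3, and 10 moved in opposite directions. The shared 274 are 31.8% of the *S. aureus* calls and 53.4% of the *P. aeruginosa* calls; 577 were called on *S. aureus* alone and 229 on *P. aeruginosa* alone. Set against each other, the N2 arrays on *S. aureus* and *P. aeruginosa* differed in 336 probe sets (161 higher and 175 lower on *S. aureus*), and in 207 when fitted on the compared groups alone. When a probe set called on 1 pathogen counts as shared if it changed at least 1.5-fold the same way on the other, 642 are shared. Both responses are measured against the same 3 OP50 arrays, which may account for part of the excess and cannot be split. Simulated unchanged arrays gave a mean overlap of 0, but they have hardly anything to call, so this does not measure what the shared arrays add. The covariance of the N2 responses was 0.1081 against a simulated mean of 0.0170 (highest 0.066). Their correlation of 0.619 lay within the simulated range of -0.3141 to 0.9219.
*nspg-7.2* rose on *P. aeruginosa* in N2 by log2 7.21 (standard error 0.36, adjusted p = 2.41e-14), *irg-6* by 6.00, *clec-45* by 5.07 (standard error 0.37, adjusted p = 7.14e-11) and *irg-3* by 3.41. *gst-38* and *gst-33* rose there by log2 3.08 and 3.12, while *cth-1* fell by -2.98 and *sams-1* by -1.88. *hsp-12.6* rose on *S. aureus* by log2 2.68 (standard error 0.29, adjusted p = 2.03e-07) and *dod-3* by 1.98. Of 10 measured DAF-16 targets, 3 rose in N2 on *S. aureus* and 3 on *P. aeruginosa* (3 each when adjusted over the list alone). Of 11 PMK-1-dependent effectors, 6 rose in N2 on *P. aeruginosa* (6 when adjusted over the list alone; camera, adjusted p = 8.11e-14; adjusted p = 0.0042 with an estimated correlation). Of 5 measured vitellogenins, 3 fell on *S. aureus* in N2 (3 when adjusted over the list alone), and the mean deviation of the molting genes was 0.55 ± 0.26 (SD, n = 3) on *S. aureus* and 0.61 ± 0.41 on *P. aeruginosa*, where the arrays overlap those on OP50.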

Overall, pathogen deregulated genes appear distinct, although there is some overlap between genes deregulated by both Gram negative and Gram positive bacteria supporting that the simple bacterivore *C. elegans* mounts a specific, complex innate immune response [30]. The transcriptional profile provides evidence that the response is not starvation dependent and suggests substantial overlap between the *pmk-1* pathogen-response pathway and the signature genes deregulated by loss of function of O-GlcNAc cycling genes.

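*clec-17* encodes a C-type lectin, *far-3* a fatty acid and retinol binding protein and *ugt-18* an enzyme of detoxification. *elo-2* lengthens fatty acids. Insulin signalling holds back DAF-16, whose targets include stress genes.
*ogt-1*, *oga-1* and *pmk-1* animals on *S. aureus* changed 1005, 780 and 770 probe sets against their own OP50 arrays. With the N2 response, *ogt-1* shared 309 higher and 202 lower probe sets, *oga-1* 303 and 203, and *pmk-1* 263 and 167. All 4 strains shared 190 higher and 112 lower probe sets of the 1627 called in at least 1 of them. Each strain has its own OP50 arrays here, so no control is shared between these responses. *clec-17* rose on *S. aureus* by log2 2.95 in N2, 2.88 in *ogt-1*, 2.42 in *oga-1* and 3.16 in *pmk-1*. *far-3* rose by log2 2.60, 1.87, 2.47 and 1.57 in the same order, and *ugt-18* by 2.27, 2.73, 2.45 and 2.23. *elo-2* fell by log2 -1.87 in *ogt-1*, -1.79 in *oga-1* and -2.14 in *pmk-1*. On *P. aeruginosa* 369 probe sets changed in *ogt-1* (593 with array weights), 379 in *oga-1* and 398 in *pmk-1*, the last 617 without *pmk-1* *P. aeruginosa* array 25. There *pmk-1* differed from N2 in 79 probe sets and both other mutants in 2. The *pmk-1* count was 30 when fitted on the compared groups alone, 140 with array weights, 230 by the methods' thresholds and 120 with the place of an array in its group as a block, chosen after the values were seen. For *ogt-1* that count was 0 without OP50 array 5 (535 at an unadjusted p under 0.05 in limma) and 0 without *P. aeruginosa* array 30 (922), 1 without *ogt-1* array 4 or 29 or N2 array 34 or 35, 4 without N2 array 10 and 5 without N2 array 12; it was 48 by the methods' thresholds, 66 with array weights and 1 with genes in place of probe sets or on the compared groups alone. For *oga-1* it was 62 by the methods' thresholds and 4 without N2 OP50 array 10.
Antimicrobial peptides and saposins rose in N2 on *S. aureus* in 8 of 41 genes and fell in 1 (8 and 1 when adjusted over the list alone; camera, adjusted p = 1.49e-07; adjusted p = 0.0208 with an estimated correlation), and in 8 genes in *pmk-1*. From the transcriptional profile, the paper argues that the response does not depend on starvation, and it proposes an overlap between the pathogen response of the *pmk-1* pathway and the signature genes that change when O-GlcNAc cycling genes are lost.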

### *S. aureus* exposed *ogt-1* animals do not exhibit starvation response

Although O-GlcNAc is intimately related to nutrition, our transcriptional data argue that the *S. aureus*-exposed *ogt-1* and *oga-1* worms do not undergo a starvation-induced response. We took advantage of qRT-PCR analysis from the Van Gilst laboratory in which they identified 18 signature starvation-response genes [31]. Of the 18 genes, nine are induced and nine are repressed in starved L4 animals. 

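Starved worms turn to their fat: CPT-3 carries fatty acids into mitochondria, and ACS-2 activates them there. LBP-8, whose gene is lowered by fasting, carries lipids from the lysosome. F08A8.2, now named *acox-1.2*, and F08A8.4 encode peroxisomal acyl-CoA oxidases, and *acdh-2* an acyl-CoA dehydrogenase. FAT-7 is a desaturase that makes oleic acid and is switched off by fasting.
The fasting lists hold only the 5 induced and 7 repressed genes that the paper names, several of them because they changed on these arrays, so the direction of the lists is not a test; *ech-1* has no probe set under that name and F08A8.4 no probe set of its own. In *ogt-1* on *S. aureus*, 2 of 5 measured fasting-induced genes rose and 1 fell, and 4 of 5 measured fasting-repressed genes fell and 0 rose (the same numbers when adjusted over each list alone).
*cpt-3* rose in *ogt-1* by log2 1.63 (standard error 0.30, adjusted p = 2.24e-04). *acox-1.2* fell by log2 -1.47 (standard error 0.26, adjusted p = 1.68e-04), *fat-7* by -1.93 (standard error 0.37, adjusted p = 4.42e-04) and *lbp-8* by -1.43 (standard error 0.29, adjusted p = 7.59e-04). *acdh-2* fell by log2 -1.78 (adjusted p = 0.0133), and not without *ogt-1* OP50 array 4 (adjusted p = 0.0892) or without *S. aureus* array 16 (0.0741) or 17 (0.0539). A probe set shared by F08A8.4 and its neighbor *acox-1.3* fell by log2 -1.26 (standard error 0.36, adjusted p = 0.0140), which cannot be assigned to either gene. In N2 on *S. aureus* *cpt-3* rose by log2 1.70 and *lbp-1*, a lipid binding protein gene, by 1.24 (standard error 0.17, adjusted p = 5.80e-06), and 4 of the 5 repressed genes fell as well. Of the measured fasting genes, the difference between *ogt-1* and N2 was called for *hacd-1* alone.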

According to the microarray data collected here, for *ogt-1(ok1474)* animals, only two of nine previously identified fasting-induced genes (*acs-2* and *cpt-3*) were upregulated during *S. aureus* infection and five of nine were repressed (F08A8.4, F08A8.2, *fat-7, acdh-2,* and *lbp-8*) (Figure S6, Dataset S1). Likewise, for *oga-1(ok1207)* animals, only one of nine signature fasting-response genes was upregulated during *S. aureus* infection (*lbp-1*) and three of nine were repressed (*fat-7, acdh-2,* and *lbp-8*). 

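LBP-1 is a secreted fatty acid binding protein. FAT-7 and LBP-8 act in fat synthesis and in signalling from stored fat.
In *oga-1* on *S. aureus*, 1 of 5 measured fasting-induced genes rose and 1 fell, and 3 of 5 fasting-repressed genes fell (the same numbers when adjusted over each list alone). *lbp-1* rose by log2 1.04 (standard error 0.17, adjusted p = 9.02e-05), but stayed below 2-fold without *oga-1* *S. aureus* array 19 (0.85) and with array weights (0.95), where none of the 5 induced genes is called as raised. *fat-7* fell by log2 -1.97 (standard error 0.37, adjusted p = 4.86e-04), *acdh-2* by -2.35 (standard error 0.50, adjusted p = 0.0017) and *lbp-8* by -1.14 (standard error 0.29, adjusted p = 0.0081). *acox-1.2* changed by -0.85 (adjusted p = 0.0296) and *cpt-3* by 0.96 (adjusted p = 0.0322), both below 2-fold, but called without *oga-1* *S. aureus* array 19 (*acox-1.2*, adjusted p = 0.0219) and array 20 (*cpt-3*, 1.17). The shared probe set of F08A8.4 changed by -0.83 and did not pass the test (adjusted p = 0.1391). No difference between *oga-1* and N2 in the response of a fasting gene to *S. aureus* was called.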

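*hacd-1* encodes a hydroxyacyl-CoA dehydrogenase, an enzyme of fatty acid breakdown that fasting induces.
*hacd-1* fell on *S. aureus* in *ogt-1* from log2 10.70 ± 0.31 to 7.15 ± 0.49 (SD, n = 3), a change of -3.55 (standard error 0.34, adjusted p = 2.20e-08 from limma). It fell by log2 -2.29 in *oga-1* (adjusted p = 2.93e-05), by -2.20 in *pmk-1* and by -1.40 in N2 (adjusted p = 0.0052), the last not without N2 *S. aureus* array 22 (-1.03, adjusted p = 0.0665). The fall of *hacd-1* was larger in *ogt-1* than in N2 (difference -2.14, standard error 0.49, adjusted p = 0.0295). This difference was lost in the fit on the compared groups alone (adjusted p = 0.0574) and without *ogt-1* OP50 array 4 (0.1023) or 6 (0.0662), *ogt-1* *S. aureus* array 16 (0.1250) or 18 (0.0933), N2 OP50 array 10 (0.0533), 11 (0.0607) or 12 (0.0744), or N2 *S. aureus* array 23 (0.0928) or 24 (0.0788). *hacd-1* also fell on *P. aeruginosa* in N2 (log2 -1.72, adjusted p = 0.0011).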

For N2, *ogt-1,* and *oga-1* animals, *hacd-1* was repressed rather than induced upon *S. aureus* infection [11]. In addition, for *ogt-1* animals, *cpt-4* was induced rather than repressed during infection. 

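*cpt-4* encodes a carnitine palmitoyltransferase, of the enzyme family that passes fatty acids into mitochondria, and fasting lowers it.
The brightest probe set of *cpt-4* went from log2 10.52 ± 0.22 to 11.49 ± 0.08 (SD, n = 3) in *ogt-1* on *S. aureus*. The change of 0.97 (standard error 0.20, adjusted p = 7.94e-04 from limma) is below 2-fold, so *cpt-4* is not among the calls by this probe set; with no minimum on the fold it is called, as it is with array weights and without *ogt-1* OP50 array 5 (1.02) or 6 (1.04) or *S. aureus* array 18 (1.01). A dimmer *cpt-4* probe set rose by log2 1.09 (standard error 0.22, adjusted p = 6.00e-04) and was called. In N2 *cpt-4* changed by log2 0.21 (adjusted p = 0.5831), and the difference between *ogt-1* and N2 did not pass the test (0.76, adjusted p = 0.4519), except with array weights (1.17, adjusted p = 0.0069).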

While we do note that some transcripts were induced or repressed, the magnitudes of the changes observed by transcriptome analysis were modest in comparison to the L4 starved animal dataset. For example, in starved L4 animals, *acs-2* was 39.8 fold induced [31], but in *ogt-1* animals exposed to *S. aureus*, it was induced less than 2.5 fold. Furthermore, of 1873 affytags annotated as upregulated 1.5 fold or greater in starved L1 N2 animals (personal communication, Michael Krause), less than 21% were similarly induced in any strain exposed to *S. aureus* and not necessarily to the same magnitude. 

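ACS-2 is an acyl-CoA synthetase of mitochondrial fat oxidation and a gene that fasting strongly induces through NHR-49.
In *ogt-1* animals *acs-2* stood at log2 11.54 ± 0.61 (SD, n = 3) on OP50 and at 12.84 ± 0.20 on *S. aureus*. The rise is 2.46-fold (log2 1.30, standard error 0.22, adjusted p = 1.25e-04 from limma). Without *ogt-1* OP50 array 6 it was log2 0.95, below 2-fold. Its change was log2 0.97 in N2 (adjusted p = 0.0031) and 0.77 in *oga-1* (adjusted p = 0.0215), both under 2-fold, and 0.34 in *pmk-1* (adjusted p = 0.4121). In N2 it passed 2-fold with array weights (1.06) and without N2 OP50 array 11 (1.08) or N2 *S. aureus* array 22 (1.01) or 24 (1.09). The difference between the changes of *acs-2* in *ogt-1* and N2 did not pass the test (0.32, adjusted p = 0.9999); this difference was -0.02 without *ogt-1* OP50 array 6.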

Of the 2308 affytags annotated as repressed upon N2 starvation, less than 12% were also downregulated upon *S. aureus* exposure. These data support that *S. aureus*-exposed animals undergo an immunity-based pathogen response rather than starvation-based response.

### Role of OGT-1 and BAR-1 in response to *S. aureus*

To better define the way in which OGT-1 acts as an immunity modulator, we again used epistasis to determine whether OGT-1 acts in the well-established BAR-1/EGL-5 immunity pathway [15]. Figure 4A shows the increased sensitivity of *ogt-1* and *bar-1* null mutants on *S. aureus* compared to N2 and *oga-1* mutants. In multiple experiments we found that these mutants showed a similar sensitivity to *S. aureus* (Table S1). Since our previous findings suggested that *pmk-1* and *ogt-1* function in distinct pathways, we next focused on the interactions of *bar-1* with *ogt-1* and *oga-1.* Investigation of the interplay between the BAR-1 immunity pathway and OGT-1 revealed that loss of either *ogt-1* or *oga-1* in a *bar-1* background yielded animals almost equally sensitive to *S. aureus* when compared to either the *bar-1* or *ogt-1* single mutants suggesting that these enzymes function in the same pathway to promote *S. aureus* pathogen resistance (Figure 4A, Table S1). Because of the potential importance of this finding, we sought to further verify the survival curves for these double mutants using slightly different experimental conditions with longer pre-pathogen treatment with cdc25.1 RNAi. In these experiments, N2 animals showed less sensitivity to *S. aureus* exposure thus making the assay more sensitive to small changes in mutant survival. These studies also employed two independent alleles of *ogt-1* or *oga-1* with only minor allele-specific differences emerging in the double mutants (Figures 4B, S6, Table S1). The median survival of the double mutants under these conditions was almost identical to the *bar-1* mutants alone under these conditions. The results obtained under these distinct conditions provide strong support the conclusion that *ogt-1* and *bar-1* function in the same pathway (Figures 4B, S6).

**Figure 4:**
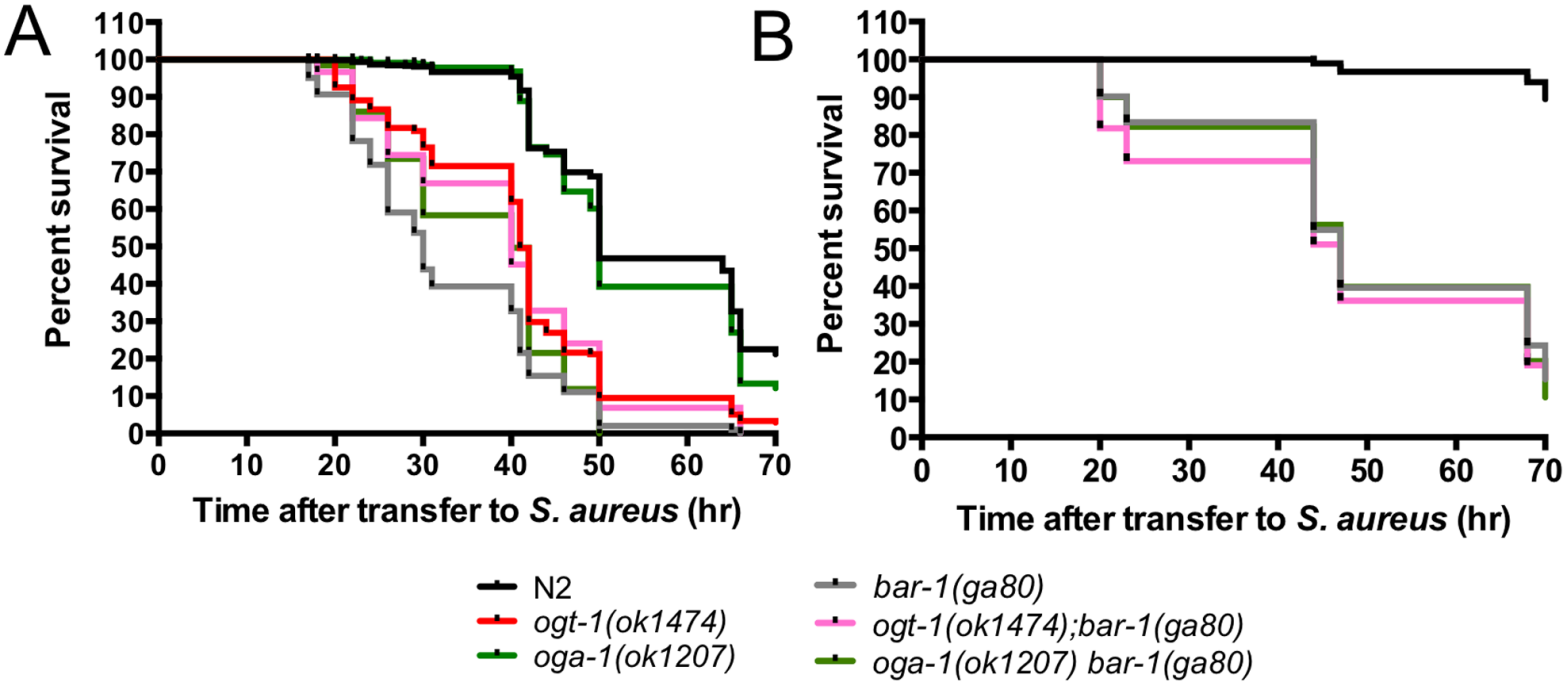
Double mutants ogt-1(ok1474); bar-1(ga80) and oga-1(ok1207) bar-1(ga80) are hypersensitive to S. aureus. (A) *ogt-1(ok1474)* and *bar-1(ga80)* are sensitive to *S. aureus.* (A–B) *ogt-1(ok1474); bar-1(ga80)* and *oga-1(ok1207) bar-1(ga80)* are more sensitive to *S. aureus* than N2 and *oga-1*. Results are representative of at least two independent assays represented by comprehensive plots. *n*≧57. See Table S1 for individual assay statistical analysis and Figure S7 for *ogt-1(ok430); bar-1(ga80)* and *oga-1(tm3642) bar-1(ga80)* data. Animals were exposed to cdc25.1 RNAi for 24 hr (A) or 48 hr (B).

As a control for these studies, we examined the genetic interactions between *bar-1* mutants and O-GlcNAc cycling mutants in modulating normal lifespan. Unlike *ogt-1* animals that appear to have normal lifespans on OP50, *bar-1* animals have decreased lifespans (Figures S2A, B, Table S1) both without and with elimination of progeny production [15], [32], morphological phenotypes [33], [34], and decreased fecundity (Figure S3C, Table S3). Double mutant *ogt-1; bar-1* and the *oga-1(tm3642) bar-1(ga80)* double mutant animals fed OP50 have lifespans that decrease further than the *bar-1*, *ogt-1*, and *oga-1* single mutants (Figure S2B and Table S1). In contrast, the *oga-1(ok1207) bar-1(ga80)* double mutant has a lifespan similar to the *bar-1(ga80)* single mutant. Thus, the O-GlcNAc cycling mutants show complex genetic interactions with *bar-1* mutants in regulating lifespan on OP50. These genetic interactions are likely distinct from those observed above for sensitivity to *S. aureus*.

To summarize the data from multiple individual experiments performed under the same conditions measuring survival upon exposure to *S. aureus*, we plotted the median survival data for each of the mutant backgrounds (Figures 5A, B). Note that each of the individual points on this plot represents the results of separate survival curves carried out in at least duplicate. Exposure to pathogenic *S. aureus* yields *ogt-1; pmk-1* double mutants that have a decrease in survival when compared to their single mutant counterparts (Figure 5A). Under the same conditions *ogt-1; bar-1* double mutants have median survival values similar to mutants lacking *ogt-1* or *bar-1* (Figure 5B). Together, these data support a model in which OGT-1 acts through the established BAR-1/EGL-5 immunity pathway in parallel with the PMK-1/p38 MAPK pathway to modulate the *C. elegans* immune response to *S. aureus* (Figure 5C).

**Figure 5:**
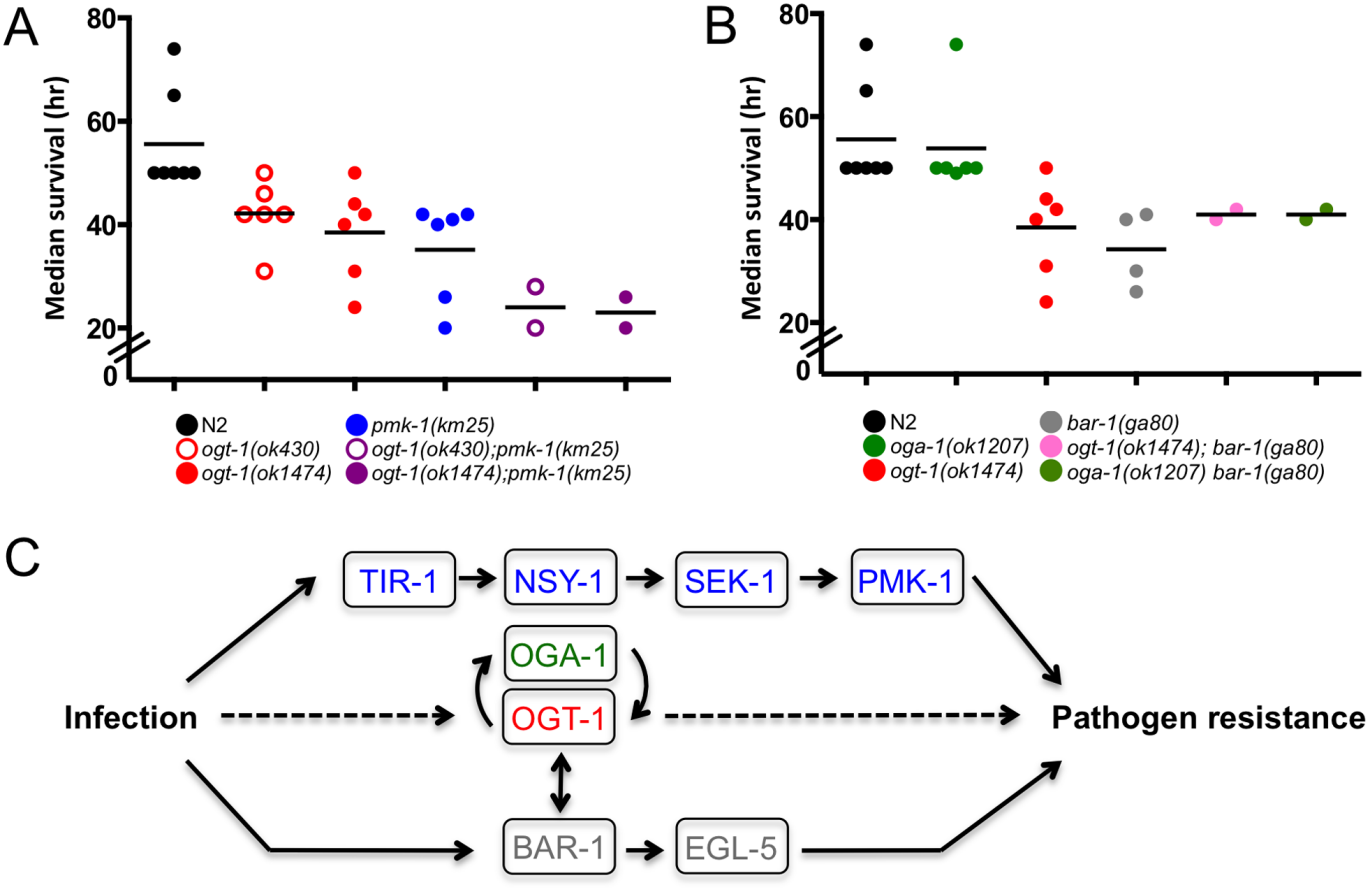
*S. aureus* exposed *C. elegans* exhibit differential sensitivity to *S. aureus*. (A–B) Median survival values (hours after transfer to *S. aureus*) representing at least two independent biological replicates. Each circle represents the median survival for an individual assay done in technical duplicate or triplicate, statistics are available in Table S1. *ogt-1; pmk-1* are more sensitive than N2 and single mutants to *S. aureus* while the *ogt-1; bar-1* mutants are similarly susceptible as the *bar-1* single mutant. (C) Simplified model showing how OGT-1 participates in the *C. elegans* immune response.

## Discussion

Growing clinical problems ranging from obesity and heart disease to drug resistant bacteria highlight the importance for understanding how nutritional cues and other environmental factors impact the host immune response. Burgeoning data suggest that the PTM O-GlcNAc is directly related to nutritional intake and acts as a signaling molecule in a variety of biological processes [4]. Recent papers outline that appropriate expression of OGT and p38 MAPK are required for the immune response to lipopolysaccharide [35] and cytokine release may be contingent upon appropriate O-GlcNAcylation [36]. In addition, microarray data (from [5] and this manuscript) suggest that loss of O-GlcNAc in *ogt-1* mutants or increased O-GlcNAc in *oga-1* mutants yields changes in stress- and immune-responsive genes. Furthermore, research from multiple groups delineates that the interaction partners of OGT include proteins involved in the immune response [8]–[10]. As both *S. aureus* and *P. aeruginosa* accumulate in the nematode intestine [37] and elicit strong transcriptional responses [11], we elected to monitor the immune response to two distinct pathogens^.^ Direct genetic evidence described herein supports a novel biological role for the evolutionarily conserved, nutrient sensitive OGT-1 in the *C. elegans*’ innate immune response to select bacterial pathogens.

### OGT-1 is involved in a pathogen-specific immune response pathway

We initially hypothesized that loss of either OGT-1 or OGA-1 would yield changes to pathogen response, and we were intrigued to find that while O-GlcNAc cycling mutants are viable and healthy under normal laboratory conditions, only *ogt*-1 null animals had a striking decrease in viability in comparison to N2 animals when fed *S. aureus*. In addition, *ogt-1* animals did not have a decrease in viability on *P. aeruginosa* and *oga*-1 null animals maintain a similar longevity to N2 animals on both pathogenic bacteria. That *ogt-1* animals have an immunodeficiency on *S. aureus* while *oga-1* animals survive pathogen exposure at a rate similar to N2 suggests that it is the presence of O-GlcNAc rather than simply the global quantity that influences the immune response. Indeed, Love *et al.* also describe a sensitivity to UV stress in *ogt-1(ok430)* nematodes that is absent in *oga-1(ok1207)* nematodes [5]. Together, these data support the notion that inappropriate O-GlcNAcylation of specific, key OGT-1 targets leads to this immunodeficiency as the presence or absence of the PTM can dramatically affect protein properties including localization and activity (see Zachara *et al.* and references therein [3]). Alternatively, the non-catalytic functions of OGT-1 involving protein-protein interactions [38] may be important for immune regulation. Analysis of alleles with mutations affecting only O-GlcNAc transferase catalytic activity may be possible in the future to address this outstanding question.

### OGT-1 animals exhibit immune-related transcriptional response

The transcriptional data reported herein strongly argue that *ogt-1* animals have a defective immune response rather than a starvation response upon pathogen exposure. We note that when compared to microarray data from starved animals collected by the Van Gilst [31] and Krause (personal communication) laboratories, the number and magnitude of starvation-response genes for the *S. aureus* exposed animals was negligible (Figure S6). Indeed, evidence discussed by Sifri *et al.* describes that pathogens shorten longevity by actively killing worms [39]. Moreover, it has been established that mutations in microorganisms that attenuate their pathogenesis in mammalian hosts yield decreased *C. elegans* killing ([39] and references therein). Interestingly, although heat-killed *S. aureus* is of reasonable food *quality*, it activates a similar transcriptional response as live *S. aureus* suggesting the host response to *S. aureus* may be mediated by pathogen-associated molecular patterns [11]. Together these data support a model that all strains examined herein exhibit an immunity-based pathogen response.

### OGT-1 exhibits complex genetic interactions with other immunomodulatory pathways

Pathways with known involvement in *C. elegans* innate immunity include the insulin-like signaling pathway, the MAPK pathway, and the β-catenin/Hox gene pathways [13], [14] [15]. We, and others, showed that *ogt-1* and *oga-1* genetically interact with the insulin-like signaling pathway in *C. elegans* impacting longevity and dauer phenotypes [20], [40]. While others have shown that mutants lacking insulin-like signaling through *daf-2* appear to be pathogen resistant [14], [15], we demonstrate that *ogt-1* mutants exhibit an enhanced sensitivity to *S. aureus* infection. Therefore, we focused our genetic efforts on epistasis experiments with *pmk-1* and *bar-1* null animals. Previous work and the survival curves as well as other phenotypes described herein demonstrate that *pmk-1* and *bar-1* animals have a decreased survival on at least *S. aureus* bacteria (Figures 2, 4, and S6) and different pathways regulate the *C. elegans’* response to each pathogen (Figures 3 and S3). Indeed, loss of these key enzymes causes sensitivity to bacteria, fungus, and/or other stressors in *C. elegans* [11], [15], [23]. Moreover, the genes induced in response to *S. aureus* are largely distinct from those induced by *P. aeruginosa* ([11] and array data in this manuscript) indicating that our understanding of the mechanisms for pathogen detection and immune response in *C. elegans* has yet to be fully realized.

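Among genes induced by a pathogen, *cpr-2* and *fmo-2* answer to *S. aureus*, while *irg-1* and *clec-74* are known from *P. aeruginosa*. *clc-21* encodes a claudin-like membrane protein.
In N2, the 165 probe sets raised by both pathogens are 31.5% of those raised by *S. aureus* and 56.1% of those raised by *P. aeruginosa*. In *ogt-1* 148 were raised by both, in *oga-1* 84 and in *pmk-1* 85. *cpr-2* changed by -0.04 in N2 on *P. aeruginosa* (standard error 0.33, adjusted p = 0.9684). Y65B4BR.1 rose on *S. aureus* in N2 by log2 4.08. On *P. aeruginosa* *clec-74* rose in N2 by log2 3.60 and *irg-1* by 1.34 (standard error 0.31, adjusted p = 0.0050). *clc-21* rose in *ogt-1* on *S. aureus* by log2 4.31. Compared directly, the arrays on *S. aureus* and *P. aeruginosa* differed in 341 probe sets in *ogt-1*, 411 in *oga-1* and 393 in *pmk-1*, the last 238 when fitted on the compared groups alone. Of the C-type lectins, 21 of 220 rose and 9 fell in N2 on *P. aeruginosa* (21 and 9 when adjusted over the list alone; camera, adjusted p = 0.0239; adjusted p = 0.6037 with an estimated correlation).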

### Genetic evidence suggests *ogt-1* and *pmk-1* function in parallel pathways to modulate immunity

Two lines of evidence suggest that *ogt-1* and *pmk-1* function in parallel pathways to modulate innate immunity. First, *pmk-1* mutants exhibit sensitivity to both *P. aeruginosa* and *S. aureus* whereas *ogt-1* mutants show selective sensitivity to *S. aureus*. Second, genetic epistasis experiments reveal that the decrease in survival for *ogt-1*; *pmk-1* mutants is additive when compared to individual *ogt-1* and *pmk-1* null alleles. These findings suggest that OGT-1 and PMK-1 have distinct roles and act in concert to promote a pathogen specific immune response with OGT-1 having an important function in pathogen-specific host defense while PMK-1 is likely important for a general immune response [11], [23], [41]. Importantly, although Irazoqui *et al.* note that BAR-1 is the critical regulator of the *S. aureus* pathogen response, their survival data support that an absence of *pmk-1* also yields increased susceptibility to *S. aureus* [15]. Importantly, our survival, healthspan, and transcriptional data on both pathogen and OP50 support that the enhanced pathogen susceptibility for *ogt-1* and *pmk-1* animals is not due to a non-specific decrease in viability or poor nutrition. The differences between the nematode immune response to the two pathogenic bacteria is a testament to not only the complexity of the *C. elegans* innate immune system but is also indicative of the complex role OGT-1 and OGA-1 play in many biological processes including fertility as described here and elsewhere [16], [20]. These data are intriguing as the human p38 MAPK maps to the catalytic domain of hOGT [10] and high-throughput two hybrid analyses in *C. elegans* suggests a link between these two enzymes and their activity and/or substrates [6].

### OGT-1 and BAR-1 function in same pathway to mediate immunity to *S. aureus*

The β-catenin homolog *bar-1* has been shown to participate in a signaling cascade linked to the activation of the posterior Hox gene *egl-5* that is critical to innate immunity in *C. elegans* [15]. Interestingly, *bar-1* and *ogt-1* have been shown to interact genetically [6]. The *C. elegans egl-5* is a Hox gene homologous to the *Drosophila* gene *Abdominal-B* [42], [43] and is part of the six-gene Hox gene cluster on chromosome III. 

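Hox genes set the identity of body regions; *lin-39* and *mab-5* act in the middle of the worm and *egl-5* in the tail. *ogt-1* lies on the same chromosome as these genes. The genes directly beside *ogt-1* in the gene annotation are *glr-2*, which encodes a glutamate receptor, and *nuo-4*, which encodes a subunit of mitochondrial complex I. Between *ogt-1* and *lin-39* the annotation places 89 protein-coding genes, between *ogt-1* and *mab-5* 128, and between *ogt-1* and *egl-5* 130. On these arrays *lin-39* and *egl-5* were called in none of the comparisons made, which does not show that they were unchanged. *mab-5* rose in *ogt-1* on *S. aureus* (log2 1.16, standard error 0.16, adjusted p = 3.82e-06, limma, 3 arrays per group). This is a change from OP50 within *ogt-1* and not a difference from N2.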

Intriguingly, *ogt-1* is also tightly linked to this Hox gene cluster sitting next to *lin-39*. Both *ogt-1* and *bar-1* mutants were found to be more susceptible to infection by *S. aureus* than N2 animals. For genetic epistasis experiments, we expected that if two enzymes acted in the same pathway to modulate the immune response, the double mutant would have the same phenotype as the individual mutants. We observed that both *ogt-1; bar-1* and *oga-1 bar-1* double mutants exhibit a decreased survival similar to single mutants upon *S. aureus* exposure (Figures 4 and S6). These data suggest that *ogt-1* may act in the same pathway as *bar-1* to generate a *S. aureus* immune response. Thus, our genetic and transcriptional findings point to an evolutionarily conserved link between *ogt-1* and *bar-1* regulation of immunity.

### OGT-1 is an integrator of immune signaling

In mammals, O-GlcNAc has been implicated in a number of aspects of the host immune system: it is involved in altering the motility of neutrophils [44], in activating T and B lymphocytes [45], and mediating stimulus-specific activation of NF-κB-dependent transcription. It is possible that without OGT-1, proteins lacking O-GlcNAc are inappropriately expressed, localized, or activated leading to a poorly-orchestrated immune response. We suggest that OGT-1 plays a critical role in the *C. elegans* innate immune response to *S. aureus* and may be a key component for immune regulation operating within the *bar-1* signaling pathway (Figure 5C). Our findings provide the first insight into OGT-1’s role in the *C. elegans* immune response and highlight that our knowledge of signaling pathways involved in innate immunity is likely incomplete. We expect future work will identify the OGT-1 specific targets involved in the signaling pathways associated with pathogen response. These data are expected to have implications for our understanding of the conserved mechanisms by which animals respond to intestinal pathogen assault and may yield fruitful information about potential therapeutic targets.

## Materials and Methods

### Bacterial strains

Bacterial strains used in this study include *E. coli* strain OP50, *E. coli* strain OP50-GFP, *E. coli* strain HT115, *S. aureus* strain NCTC8325 [37], [46], *S. aureus* strain *S. aureus*-GFP [47], *P. aeruginosa* strain PA14 [48], and *P. aeruginosa* strain PA14/GFP [48]. All strains were maintained at −80°C in their appropriate medium containing 15% glycerol. The *E. coli* OP50 strain [49] was cultured at room temperature (RT) in Luria-Bertani (LB) broth without antibiotic. Bacteria were plated on nematode growth media (NGM), replacing the Bactopeptone with Bactotryptone. NGM plates contained: 1 L ddH_2_O, 2 g tryptone, 20 g agar, 3 g NaCl, 1 mL 1 M CaCl_2_, 1 mL 5 mg/mL cholesterol, 1 mL 1 M MgSO_4_, 25 mL 1M KPO_4_. M9 buffer was composed of: 1 L ddH_2_O, 3 g KH_2_PO_4_, 6 g Na_2_HPO_4_, 5 g NaCl, 1 ml 1 M MgSO_4_.

HT115 *E. coli* carrying dsRNA were streaked onto LB plates containing ampicillin (100 µg/mL) and tetracycline (25 µg/mL). RNAi clones were obtained from either the Ahringer or Open Biosystems Libraries and identity was confirmed by sequencing. Liquid cultures in LB with 50 µg/mL AMP were grown overnight at 37°C with shaking. Bacteria were plated on NGM plates containing 25 µg/mL AMP and 1 mM IPTG.

The *S. aureus* NCTC8235 strain was cultured overnight at 37°C with aeration in tryptic soy broth containing 10 µg/mL nalidixic acid. The *S. aureus*-GFP strain was similarly cultured with the addition of 10 µg/mL chloramphenicol to maintain the plasmid. 50 µL of *S. aureus* strains were then seeded directly onto tryptic soy agar (TSA) plates containing the appropriate antibiotics and incubated for 3–6 hours at 37°C for pathogen infection assays. Plates were cooled 30–60 min prior to the addition of nematodes.

*P. aeruginosa* strains were cultured in King’s Broth containing 100 µg/mL rifampicin. The PA14/GFP strain was similarly cultured with the addition of 300 µg/mL carbenicillin. 50 µL of *P. aeruginosa* strains were seeded directly onto 0.35% peptone NGM plates containing the appropriate antibiotics and incubated overnight at 37°C for pathogen infection assays. Plates were cooled prior to the addition of nematodes. NGM with 0.35% peptone: 250 mL ddH_2_O, 0.875 g peptone, 5 g agar, 0.75 g NaCl, 0.25 mL 1 M CaCl_2_, 0.25 mL 5 mg/mL cholesterol, 0.25 mL 1 M MgSO_4_, 6.25 mL 1 M KPO_4_.

### C. elegans strains

All *C. elegans* strains were maintained on NGM plates supplemented with *E. coli* OP50 as a food source [49] and maintained at 16°C unless otherwise noted. Nematodes were manipulated using standard techniques [50]. N2, *ogt-1(ok1474)*, *ogt-1(ok430)*, *oga-1(ok1207)*, *oga-1(tm3642)*, *pmk-1(km25)* [22], and *bar-1(ga80)* [51], [52] were used in the experiments described in this paper. The *pmk-1(km25)* and *oga-1(tm3642)* strains were obtained from the *C. elegans* Gene Knockout Consortium and Shohei Mitani, Tokyo Women’s Medical College, Tokyo, Japan, as viable homozygotes, respectively. All strains were backcrossed to N2 laboratory strain a minimum of four times prior to study, with the exception of *oga-1(tm3642)* which was backcrossed a minimum of twice. Upon simple inspection, all single mutants appeared phenotypically normal with the exception of *bar-1(ga80)*X which has several vulval phenotypes [51], [52].

To generate double mutant strains, the presence of the deletion alleles were verified using nested PCR primers as described by the *C. elegans* Gene Knockout Consortium. Primers for *ogt-1(ok430)*, *ogt-1(ok1474)*, *oga-1(ok1207)*, and *pmk-1(km25)* have been described elsewhere and are available upon request. The deletion allele *oga-1(tm3642)* was tracked by nested PCR using the outside pair of primers MWK 555 (5′-gtggatgtctcctgctagctgttctccg-3′) and MWK 552 (5′-gtgacggccacgagactatctccg-3′) and the inside set of primers MWK 556 (5′-ctggggtccatggacgtccgtagaagcctg-3′), MWK 554 (5′-cttttcccggcgagattgcatacac-3′) and MWK 553 (5′-gtggccgtggagacagggactagg-3′). The single nucleotide polymorphism in *bar-1(ga80)* strain yields a presumptive early stop codon and the SNP was monitored by sequencing.

The following double mutant strains were constructed for this study using standard genetic techniques: *ogt-1(ok1474); oga-1(ok1207), ogt-1(ok1474); pmk-1(km25), ogt-1(ok430); pmk-1(km25), pmk-1(km25); oga-1(ok1207), pmk-1(km25); oga-1(tm3642), ogt-1(ok430); bar-1(ga80), oga-1(ok1207) bar-1(ga80), ogt-1(ok1474); bar-1(ga80), oga-1(tm3642) bar-1(ga80)*.

### Gene accession information

Gene Public Name, Gene WormBase ID: *ogt-1,* WBGene00003858; *oga-1,* WBGene00020596; *bar-1*, WBGene00000238; *pmk-1*, WBGene00004055; *sek-1*, WBGene00004758; *egl-5*, WBGene00001174; *cpr-2*, WBGene00000782; *fmo-2*, WBGene00001477; *ilys-3*, WBGene00016670; *mtl-1*, WBGene00003473; *spp-20*, WBGene00005005; ilys-2, WBGene00016669; *clec-60*, WBGene00014046; *cnc-7*, WBGene00010005; *nspe-5*, WBGene00012594; cyp-34A2, WBGene00011699; *clec-52*, WBGene00015052; *abf-2*, WBGene00000013; *tir-1*, WBGene00006575; *vhp-1*, WBGene00006923; *exc-5*, WBGene00001366*; irg-2*, WBGene00016783; Y75B8A.28, WBGene00013559; Y41C4A.11, WBGene00012757; *pgp-1*, WBGene00003995; cyp-35A4, WBGene00016786; cyp-35A3, WBGene00019565; *acs-2*, WBGene00009221; *cpt-3*, WBGene00021703; F08A8.4, WBGene00008567; F08A8.2, WBGene00008565; *fat-7*, WBGene00001399; *acdh-2*, WBGene00015894; *lbp-8*, WBGene00002260; *lbp-1*, WBGene00002253; *hacd-1*, WBGene00019978; *cpt-4*, WBGene00019644.

### Pathogen infection assays

For OP50 and *S. aureus* survival experiments, synchronized L4 nematodes were first placed on RNAi plates seeded with cdc-25.1 dsRNA-expressing *E. coli* HT115 in order to sterilize animals prior to the killing assays [11]. L4 animals were fed RNAi for 24 hours (unless otherwise noted) and then moved to a new plate spread with OP50 or *S. aureus* and killing assays were performed as previously described incubating animals at 18°C [11]. A small number of worms were also treated with *smd-1* or *cir-1* dsRNA as controls for RNAi efficacy. For OP50 longevity experiments, nematodes were maintained on standard NGM plates with OP50 at 18°C. *P. aeruginosa* killing assays were similar to those described by Tan and colleagues using the “slow killing” method [48], [53] wherein L4 animals were added to NGM agar plates supplemented with 0.35% peptone and 0.1 mg/mL 5-fluorodeoxyuridine (FUDR), to prevent *C. elegans* self-fertilization. Unless otherwise noted, *S. aureus* and *P. aeruginosa* plates were prepared as described above.

25–50 L4-stage nematodes were added to each plate, and all assays were carried out in technical duplicate or triplicate. Plates were incubated at 18°C and scored for live and dead worms every 4–24 hours. A worm was considered dead when it did not respond to gentle plate tapping or touch with a platinum wire. Worms that died as a result of sticking to the wall of the plate, a spewing vulva, or bagging were censored from analysis. Statistical analyses for pathogen infection assays are described below.

### Survival data statistical analysis

Unless otherwise noted, each experiment was repeated at least twice. Each survival curve in the main text reflects data from at least two experiments and each experiment was analyzed statistically alone in Table S1. Curves were analyzed based on the TD50 (the time it takes 50% of nematodes to die) and nematode survival was calculated by the Kaplan-Meier method and survival differences were tested for significance by use of the log rank test (GraphPad Prism, version 4.0; GraphPad Software, Inc., San Diego, Calif., 2005). Significant difference were defined as *p*<0.0100. Individual experimental statistics for OP50- and pathogen-fed animals are included in the Table S1.

### Immunoblot

For immunoblots, nematodes were synchronized by bleaching and grown in M9 overnight. All strains were incubated at the same temperature prior to collection at the L4 stage. Worm pellets were lysed in TPER tissue protein extraction reagent (Thermo Scientific) supplemented with 1X Complete Mini protease inhibitors (Roche, 11836153001) and 1X PhosSTOP (Roche 04906845001) or 1 mM PMSF on ice by Cup Horn sonication at medium power on ice for 10 minutes (Misonix, Inc., Farmingddale, NY). Insoluble material was removed by centrifugation at 16,000×g for 10 min at 4°C and protein concentration was determined by NanoDrop spectrophotometer (Thermo Scientific). Similar amounts (∼250 micrograms) of total protein was added per lane after a 10 minute incubation at ∼90°C in NuPage LDS Sample Buffer (Invitrogen) supplemented by β-mercaptoethanol onto NuPage Bis-Tris gels (Invitrogen). Proteins were separated using MOPS buffer at 200 V after which time the proteins were transferred to nitrocellulose in NuPAGE transfer buffer at 100 V for 1.5 hours. To confirm efficient transfer, the membrane was stained with Ponceau S solution. The membrane was then was blocked for 45 min in Odyssey blocking buffer.

The *O-*GlcNAc specific antibody RL2 (Pierce, MA1-072) and rabbit anti-β-actin antibody (Abcam, ab1801) were diluted 1∶1000 in Odyssey blocking buffer with 0.1% Tween-20 and incubated with the membrane overnight at 4°C. The phospho-P38 MAPK specific (Cell Signaling, 4511) and anti-tubulin (Sigma Aldrich, T6074) antibodies were diluted 1∶1000 and 1∶1500, respectively, in 1X phosphate buffered saline with 0.1% Tween-20 (PBST) and incubated with the membrane overnight. Membranes were then washed three times in PBST. Secondary infrared 800- and 680-conjugated antibodies (Li-COR Biosciences, Lincoln, NE) at 1∶5000 dilution in Odyssey blocking buffer with 0.1% Tween-20 were incubated with membranes for 1 hour at RT in the dark. Finally, membranes were washed three times in PBST and imaged using the Odyssey Infrared Imaging System (LI-COR Biosciences, Lincoln, NE) according to the manufacturer’s instructions.

### Healthspan

Animals were synchronized and maintained at 18°C until the L4 larval stage at which point they were picked onto cdc-25.1 dsRNA-expressing *E. coli* HT115 or FUDR-containing *P. aerigunosa* plates. Animals on RNAi plates were then exposed to OP50 or *S. aureus* after 24 hours. Animals were maintained on the OP50 or pathogenic bacteria plates for 18 hours after which time, their pharyngeal pumping was assessed by observing the number of pharyngeal contractions during a 20 sec interval under a dissecting microscope. The backward movement of the terminal bulb of the pharynx was considered a contraction. The pumping rates for at least 10 nematodes per genotype were counted and analyzed. To determine the significance of pumping rate differences, one-way ANOVA analysis was used (GraphPad Prism, version 4.0; GraphPad Software, Inc., San Diego, Calif., 2005). Significant differences were defined as *p*<0.0100. Individual experimental statistics are included in Table S2.

### Brood size measurements

Synchronized N2 and mutant L4 worms were singly picked onto plates seeded with OP50, incubated at room temperature, and allowed to lay eggs. Adult animals were transferred daily to fresh plates until the end of the reproductive period. For experiments with *pmk-1(km25)* mutants, any parental animals that died within the first 48 hours were censored. As *bar-1* mutants have phenotypes including a shortened lifespan and bagging, upon bagging, parental worms were removed from the plate. The resulting progeny were allowed to develop for an additional 1–2 days at which time, the total number of laid progeny for each animal was counted. At least 29 animals were used for the analysis of each strain. To determine the significance of brood size differences, one-way ANOVA analysis was used (GraphPad Prism, version 4.0; GraphPad Software, Inc., San Diego, Calif., 2005). Significant differences were defined as *p*<0.0010. Individual experimental statistics are included in Table S3.

### Microscopy

Nematodes were examined using differential interference contrast microscopy with Nomarski optics and by confocal fluorescence microscopy using a Zeiss LSM700 microscope and established techniques [54]. Briefly, worms were incubated with pathogenic or non-pathogenic bacteria for 24 hours after which time they were moved to a plate devoid of bacteria for 15 min. Worms were then mounted on a ∼0.4 mm-thick pad of agar on slide in 0.1 M levamisole to immobilize the worms. At least 10 worms were assessed for each duplicate or triplicate experiment and a representative image is used in the text. Photoshop CS3 was used to balance images for brightness and contrast as well as to rotate the images for consistent anterior-posterior presentation. Fluorescent images were manipulated identically for brightness and contrast.

### C. elegans growth and collection for microarray analysis using Affymetrix GeneChips

In triplicate, L4 N2, *ogt-1(ok1474)*, *oga-1(ok1207)*, and *pmk-1(km25)* strains were exposed to OP50, *S. aureus*, or *P. aeruginosa* for 6 hours. *E. coli* OP50 was cultured as described above on 2% agarose-topped NGM plates. The *S. aureus* NCTC8325 strain was cultured overnight at 37°C with aeration in tryptic soy broth containing 10 µg/mL nalidixic acid. 50 µL of *S. aureus* was seeded directly onto 2% agarose-topped TSA plates at 37°C for 24 hours and RT for 24 hours. *P. aeruginosa* was cultured in King’s Broth containing 100 µg/mL rifampicin. 200 µL of *P. aeruginosa* was seeded directly onto 2% agarose-topped 0.35% peptone NGM plates containing the appropriate antibiotics and incubated overnight at 37°C after which they were incubated at RT for 24 hours.

Synchronized L4 nematodes were washed from NGM plates, counted, and purged by gently rocking the animals for 15 min at room temperature in M9. After this time, nematodes were divided equally and subjected to 6 hours of OP50, *S. aureus*, or *P. aeruginosa* exposure at 18°C. Nematodes were removed from bacterial plates, washed extensively, and purged for 15 min to remove any remaining bacteria. Collected worms were centrifuged in M9 and all supernatant removed. Samples were flash-frozen and stored at −80°C until RNA preparation.

### Microarray target preparation and hybridization for Affymetrix Gene Chips

Performed in triplicate, RNA was isolated from frozen nematode samples. Briefly, pellets were resuspended in RLT lysis buffer and added to a stainless steel microvial (Biospec Products Inc. #2007) containing a stainless steel ball bearing. Worms were lysed with a bead beater for 10 seconds of shaking followed by 5 min incubation on ice, repeated six times. Samples were moved and centrifuged at 4,000×g for 5 min at 4°C and the supernatant moved to a new tube after which they were further processed according to the RNeasy Mini Kit (Qiagen #74104).

Genotypes were confirmed for all samples following the above RNA isolation protocol. 1.5 µg RNA was treated with DNAse for 15 min at RT and the reaction stopped by the addition of 25 mM EDTA and incubation at 65°C for 10 min. Resulting samples were utilized to produce cDNA using the SuperScript-III kit (Invitrogen #18080-044), random primers (Promega C118A), DNTPs (Invitrogen 18427-013), and RNAseOUT (Invitrogen 10777-019). Following cDNA synthesis, Real-time PCR was performed using SYBR Green to qualitatively determine the presence or absence of a specific allele with the following reaction conditions: 1.25 µL cDNA, 10.25 µL water, 0.5 µL forward and reverse primers (10 µM working concentration), 12.5 µL 2X SYBR green mixture. Primers are listed below. Ct values below 22 indicated the presence of a transcript while Ct values above 34 indicated no transcript was present.

The following primers were used to confirm sample genotypes: control *oga-1* forward (acaagcaccaaacaaggcaat), control *oga-1* reverse (tgtgggcatcaaacgcata), deletion *oga-1* forward (ttggctcgagtgggaagtgt), deletion *oga-1* reverse (gcatgcaagttgtcccagataa), control *ogt-1* forward (tgttctgaaagaggccaggatt), control *ogt-1* reverse (cagattcaaggctcggagataag), deletion *ogt-1* forward (tcacatgcggctcggatt), deletion *ogt-1* reverse (gaaccttatcgaagcacaacga), *act-1* forward (tgcgacattgatatccgtaagg), *act-1* reverse (ggtggttcctccggaaagaa), control *pmk-1* forward (ttgttccctggatctgatcaca), control *pmk-1* reverse (tttgaaatcacggcgagtca), deletion *pmk-1* forward (cgcgtcgcaatcaaaaaatt), deletion *pmk-1* reverse (ctcgatatcatttacattctcatttgg).

After correct genotypes were confirmed, RNA samples were prepared for microarray analysis. RNA quality was tested using bioanalyzer (RNA Nano assay in the Expert 2100 software, Agilent Technologies, CA) and RNA Integrity Numbers (RIN) were above 9.7 for all samples. 100 ng of total RNA from each sample was amplified to generate cDNA using NUGEN Applause 3′Amp system (NuGEN Technologies, CA), according to the manufacturer’s instructions. 4 µg of cDNA from each sample was fragmented and biotinylated using Encore Biotin module (NUGEN Technologies, CA). Resultant sample was mixed with hybridization reagents (Affymetrix, Inc.) and injected into Affymetrix full-genome GeneChips for *C. elegans* and incubated in hybridization oven rotating 60 rpm at 45°C for 18±2 h. Arrays were processed using Affymetrix 450 Fluidic station using wash and stain kit (Affymetrix, Inc.). Chips were scanned using Affymetrix GeneChip scanner 3000 operated by Gene Chip Operating Software, version 1. 4 (GCOS 1.4) and generated .CEL, .CHP and .RPT files for statistical analysis. To access the efficiency of cDNA synthesis PolyA controls (dap, lys, phe, thr- Affymetrix Inc.) were spiked to the samples and hybridization controls (bioB, bioD, bioC and Cre, Affymetrix Inc.) were added to monitor labeling efficiency according to the manufacturer’s instructions. These procedures were performed by the NIDDK Genomics Core Laboratory. Microarray signals were normalized using the RMA algorithm. The significantly expressed genes were selected based on ANOVA analysis by Partek Genomics Suite software (Partek, St. Charles, MO, USA). Genes with a *p*-value of <0.05 and a 2-fold or greater fold change were considered differentially expressed.

### Quantitative RT-PCR (qRT-PCR) analysis

Transcript levels of transgenes in N2, *ogt-1(ok1474)*, *oga-1(ok1207)*, *pmk-1(km25)*, and *ogt-1(ok1474)*; *pmk-1(km25)* strains were measured by RT-PCR. RT-PCR was used to confirm the pathogen-induced changes in gene expression for several genes. Total RNA was obtained from the same samples used for microarray analysis. RNA was reverse transcribed as described above and cDNA was subjected to RT-qPCR analysis using SYBR green detection on the CFX96 from BioRad. StellARray qPCR Arrays, including primer sets, were obtained from Bar Harbor Bio Technologies, Inc. Results are the average of three biological replicates normalized to the geometric mean of two control genes (*snb-1* and *gpd-3*). Changes were determined by normalizing samples to a control sample. Error bars represent standard deviation.

## Supporting Information

Figure S1 **Deletion of** ***ogt-1*** **and** ***oga-1*** **influence O-GlcNAc levels in mutant** ***C. elegans*** **strains.** The *ogt-1* (A) and *oga-1* (B) gene schematics based on Wormbase release WS239 with exons shown as colored boxes and introns as black lines. The *ogt-1* gene is found on chromosome III: −0.78 +/− 0.001 cM and *oga-1* is found on X: 1.07 +/− 0.015 cM. Brackets indicate four deletions: *ogt-1(ok430), ogt-1(ok1474), oga-1(ok1207),* and *oga-1(tm3642)*. (C) Representative anti-O-GlcNAc immunoblot with anti-β-actin as loading control demonstrates that strains lacking catalytically active OGT-1 (*ogt-1(ok430) and (ok1474)*) exhibit absence of O-GlcNAc signal while strains lacking OGA-1 activity (*oga-1(ok1207) and (tm3642)*) show an increase in O-GlcNAc signal.
(TIF)

Figure S2 **Lifespan values for each genotype exposed to OP50 after cdc25.1 RNAi treatment representing at least two independent biological replicates.** (A) and (B) Each circle represents the median lifespan (in hours after the L4 transfer to OP50) for an individual assay done in technical duplicate or triplicate. This summary of lifespan data demonstrates that animals with O-GlcNAc cycling and *pmk-1* mutant backgrounds are generally healthy while those with *bar-1* mutant backgrounds have a decreased lifespan. Assays were performed with OP50 under conditions described in *Materials and Methods*. *n*≧162 animals.
(TIF)

Figure S3 **OP50** ***E. coli*** **-fed nematodes are generally healthy while pathogen-fed worms demonstrate a decrease in overall health.** (A) Representative images of OP50-GFP fed animals that exhibit no intestinal accumulation of bacteria after feeding for 18 hours as evidenced by a dearth GFP-labeled bacteria past the pharyngeal grinder. (B) *ogt-1, oga-1,* and *pmk-1(km25)* have brood sizes similar to N2 while (C) *bar-1(ga80)* mutants show a decrease in brood size. Statistical differences are compared to N2. *n*≧29. Statistical significance defined as: *p*≤0.01. ****p<0.0001 and ***p≤0.001 with statistical data found in Table S3. (D) *P. aeruginosa*-GFP fed worms exhibit variable levels of bacterial accumulation after 18 hours of exposure. (E) *S. aureus*-GFP fed worms exhibit intestinal accumulation of bacteria after 18 hours of exposure and a distension of the intestinal lumen. *n*≧10 worms for each experiment done in at least duplicate.
(TIF)

Figure S4 **Levels of activated, phosphorylated PMK-1 remain similar to N2 in O-GlcNAc cycling mutants.** Representative immunoblots with anti phospho-p38 MAPK antibody and anti-tubulin (A) or anti-β-actin as loading control (B). Strains lacking either *pmk-1* (A) or *sek-1* (B) (the kinase required for *pmk-1* phosphorylation) show complete loss of signal for active, phosphorylated PMK-1. Graph indicates relative levels of signal normalized to N2 with error bars representing range.
(TIF)

Figure S5 **Genes are differentially induced in N2 and mutant worms upon** ***S. aureus*** **exposure.** RT-qPCR analysis shows the induction or repression of selected genes: *fmo-2*, *clec-60*, *cnc-7*, *nspe-5*, *abf-2*, *lipl-2*, *ilys-2*, *irg-2*, Y75B8A.23, Y41C4A.11, and *pgp-1*. Data are the relative levels of expression of genes differentially regulated in mutant backgrounds compared to N2 on OP50 and those deregulated within an individual mutant upon pathogen exposure. Data in the heat map (A) represent the means of three biological replicates and are normalized to the geometric mean of two housekeeping genes (*snb-1* and *gpd-3*) (B). N2, *ogt-1(ok1474)*, *oga-1(ok1207)*, *pmk-1(km25)*, and *ogt-1(ok1474); pmk-1(km25)* strains were used.
(TIF)

Figure S6 ***S. aureus*** **exposed animals do not undergo starvation response.** 18 fasting response genes were identified by qRT-PCR by Van Gilst and colleagues [31]. Maximum fold repression in starved L4 ranged from −1.6 (*ech-1*) to −55.0 (*lbp-8*) (red triangle) while maximum fold induction in starved L4 ranged from 2.8 (*fat-2*) to 39.8 (*acs-2*) (green triangle). The transcriptional responses in N2, *ogt-1(ok1474),* and *oga-1(ok1207)* animals fed *S. aureus* were compared to the same genotypes fed OP50 by microarray and changes were generally negligible. Bars highlighted in green indicate increases in gene expression while bars highlighted in red indicate decreases in gene expression over 2-fold. Orange bars represent gene expression changes <2-fold.
(TIF)

Figure S7 **Survival of** ***bar-1*** **single and double mutants after 48 hr cdc25.1 RNAi exposure.** *bar-1(ga80)* single mutants, *ogt-1(ok430); bar-1(ga80)*, and *oga-1(tm3642) bar-1(ga80)* double mutants have similar survivals. N2 appears to have a lengthened survival likely due to persistent cdc25.1 RNAi presence. Killing assays were performed with *S. aureus* under conditions described in *Materials and Methods* and are represented here by comprehensive plots. *n*≧154. Statistics for all experiments are available in Table S1.
(TIF)

Table S1 **Lifespan statistics.**
(PDF)

Table S2 **Pumping rate statistics.**
(PDF)

Table S3 **Broodsize statistics.**
(PDF)

Table S4 **Genes enriched in** ***ogt-1, oga-1,*** **and** ***pmk-1*** **mutants by microarray.**
(PDF)

Dataset S1 **OP50,** ***S. aureus*** **, and** ***P. aeruginosa*** **Microarray ANOVA expression analysis.**
(XLSX)

## References

[1] Engelmann I, Pujol N (2010) Innate immunity in C. elegans. editors. Invertebrate Immunity. Springer. 105–121.10.1007/978-1-4419-8059-5_621528695

[2] Gravato-NobreMJ, HodgkinJ (2005) Caenorhabditis elegans as a model for innate immunity to pathogens. Cellular microbiology 7:741–751.1588807810.1111/j.1462-5822.2005.00523.x

[3] ZacharaNE, HartGW (2004) O-GlcNAc a sensor of cellular state: the role of nucleocytoplasmic glycosylation in modulating cellular function in response to nutrition and stress. Biochimica et Biophysica Acta (BBA)-General Subjects 1673:13–28.1523824610.1016/j.bbagen.2004.03.016

[4] BondMR, HanoverJA (2013) O-GlcNAc Cycling: A Link Between Metabolism and Chronic Disease. Annual review of nutrition 33:205–229.10.1146/annurev-nutr-071812-161240PMC1048399223642195

[5] LoveDC, GhoshS, MondouxMA, FukushigeT, WangP, et al (2010) Dynamic O-GlcNAc cycling at promoters of Caenorhabditis elegans genes regulating longevity, stress, and immunity. Proceedings of the National Academy of Sciences 107:7413–7418.10.1073/pnas.0911857107PMC286774320368426

[6] ByrneAB, WeirauchMT, WongV, KoevaM, DixonSJ, et al (2007) A global analysis of genetic interactions in Caenorhabditis elegans. J Biol 6:8.1789748010.1186/jbiol58PMC2373897

[7] HaJR, HaoL, VenkateswaranG, HuangYH, GarciaE, et al (2013) beta-catenin is O-GlcNAc Glycosylated at Serine 23: Implications for beta-catenin’s Subcellular Localization and Transactivator Function. Exp Cell Res 321:153–166.2434283310.1016/j.yexcr.2013.11.021

[8] Olivier-Van StichelenS, DrougatL, DehennautV, El Yazidi-BelkouraI, GuinezC, et al (2012) Serum-stimulated cell cycle entry promotes ncOGT synthesis required for cyclin D expression. Oncogenesis 1:e36.2355248710.1038/oncsis.2012.36PMC3545199

[9] SayatR, LeberB, GrubacV, WiltshireL, PersadS (2008) O-GlcNAc-glycosylation of β-catenin regulates its nuclear localization and transcriptional activity. Experimental cell research 314:2774–2787.1858602710.1016/j.yexcr.2008.05.017

[10] CheungWD, HartGW (2008) AMP-activated protein kinase and p38 MAPK activate O-GlcNAcylation of neuronal proteins during glucose deprivation. Journal of Biological Chemistry 283:13009–13020.1835377410.1074/jbc.M801222200PMC2435304

[11] IrazoquiJE, TroemelER, FeinbaumRL, LuhachackLG, CezairliyanBO, et al (2010) Distinct pathogenesis and host responses during infection of C. elegans by P. aeruginosa and S. aureus. PLoS pathogens 6:e1000982.2061718110.1371/journal.ppat.1000982PMC2895663

[12] WellenKE, ThompsonCB (2012) A two-way street: reciprocal regulation of metabolism and signalling. Nature reviews Molecular cell biology 13:270–276.2239577210.1038/nrm3305

[13] EvansEA, ChenWC, TanMW (2008) The DAF-2 insulin-like signaling pathway independently regulates aging and immunity in C. elegans. Aging Cell 7:879–893.1878234910.1111/j.1474-9726.2008.00435.xPMC2630471

[14] GarsinDA, VillanuevaJM, BegunJ, KimDH, SifriCD, et al (2003) Long-lived C. elegans daf-2 mutants are resistant to bacterial pathogens. Science 300:1921.1281714310.1126/science.1080147

[15] IrazoquiJE, NgA, XavierRJ, AusubelFM (2008) Role for β-catenin and HOX transcription factors in Caenorhabditis elegans and mammalian host epithelial-pathogen interactions. Proceedings of the National Academy of Sciences 105:17469–17474.10.1073/pnas.0809527105PMC258225118981407

[16] MondouxMA, LoveDC, GhoshSK, FukushigeT, BondM, et al (2011) O-linked-N-acetylglucosamine cycling and insulin signaling are required for the glucose stress response in Caenorhabditis elegans. Genetics 188:369–382.2144121310.1534/genetics.111.126490PMC3122314

[17] RahmanMM, StuchlickO, El-KarimEG, StuartR, KipreosET, et al (2010) Intracellular protein glycosylation modulates insulin mediated lifespan in C. elegans. Aging (Albany NY) 2:678–690.2095281110.18632/aging.100208PMC2993798

[18] HuangC, XiongC, KornfeldK (2004) Measurements of age-related changes of physiological processes that predict lifespan of Caenorhabditis elegans. Proc Natl Acad Sci U S A 101:8084–8089.1514108610.1073/pnas.0400848101PMC419561

[19] KongC, TanMW, NathanS (2014) Orthosiphon stamineus protects Caenorhabditis elegans against Staphylococcus aureus infection through immunomodulation. Biol Open 3:644–655.2497286710.1242/bio.20148334PMC4154301

[20] ForsytheME, LoveDC, LazarusBD, KimEJ, PrinzWA, et al (2006) Caenorhabditis elegans ortholog of a diabetes susceptibility locus: oga-1 (O-GlcNAcase) knockout impacts O-GlcNAc cycling, metabolism, and dauer. Proceedings of the National Academy of Sciences 103:11952–11957.10.1073/pnas.0601931103PMC156767916882729

[21] KimDH, FeinbaumR, AlloingG, EmersonFE, GarsinDA, et al (2002) A conserved p38 MAP kinase pathway in Caenorhabditis elegans innate immunity. Science 297:623–626.1214254210.1126/science.1073759

[22] ShiversRP, PaganoDJ, KooistraT, RichardsonCE, ReddyKC, et al (2010) Phosphorylation of the conserved transcription factor ATF-7 by PMK-1 p38 MAPK regulates innate immunity in Caenorhabditis elegans. PLoS genetics 6:e1000892.2036902010.1371/journal.pgen.1000892PMC2848548

[23] TroemelER, ChuSW, ReinkeV, LeeSS, AusubelFM, et al (2006) p38 MAPK regulates expression of immune response genes and contributes to longevity in C. elegans. PLoS genetics 2:e183.1709659710.1371/journal.pgen.0020183PMC1635533

[24] Huang DaW, ShermanBT, LempickiRA (2008) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature protocols 4:44–57.10.1038/nprot.2008.21119131956

[25] BogaertsA, TemmermanL, BoerjanB, HussonSJ, SchoofsL, et al (2010) A differential proteomics study of Caenorhabditis elegans infected with Aeromonas hydrophila. Dev Comp Immunol 34:690–698.2014981910.1016/j.dci.2010.02.003

[26] NandakumarM, TanMW (2008) Gamma-linolenic and stearidonic acids are required for basal immunity in Caenorhabditis elegans through their effects on p38 MAP kinase activity. PLoS Genet 4:e1000273.1902341510.1371/journal.pgen.1000273PMC2581601

[27] SahuSN, LewisJ, PatelI, BozdagS, LeeJH, et al (2012) Genomic analysis of immune response against Vibrio cholerae hemolysin in Caenorhabditis elegans. PLoS One 7:e38200.2267544810.1371/journal.pone.0038200PMC3364981

[28] SimonsenKT, GallegoSF, FaergemanNJ, KallipolitisBH (2012) Strength in numbers: “Omics” studies of C. elegans innate immunity. Virulence 3:477–484.2307627910.4161/viru.21906PMC3524146

[29] DunbarTL, YanZ, BallaKM, SmelkinsonMG, TroemelER (2012) C. elegans detects pathogen-induced translational inhibition to activate immune signaling. Cell Host Microbe 11:375–386.2252046510.1016/j.chom.2012.02.008PMC3334869

[30] AlperS, McBrideSJ, LackfordB, FreedmanJH, SchwartzDA (2007) Specificity and complexity of the Caenorhabditis elegans innate immune response. Mol Cell Biol 27:5544–5553.1752672610.1128/MCB.02070-06PMC1952075

[31] Van GilstMR, HadjivassiliouH, YamamotoKR (2005) A Caenorhabditis elegans nutrient response system partially dependent on nuclear receptor NHR-49. Proc Natl Acad Sci U S A 102:13496–13501.1615787210.1073/pnas.0506234102PMC1201344

[32] EssersMA, de Vries-SmitsLM, BarkerN, PoldermanPE, BurgeringBM, et al (2005) Functional interaction between beta-catenin and FOXO in oxidative stress signaling. Science 308:1181–1184.1590540410.1126/science.1109083

[33] EisenmannDM, MaloofJN, SimskeJS, KenyonC, KimSK (1998) The beta-catenin homolog BAR-1 and LET-60 Ras coordinately regulate the Hox gene lin-39 during Caenorhabditis elegans vulval development. Development 125:3667–3680.971653210.1242/dev.125.18.3667

[34] NatarajanL, WitwerNE, EisenmannDM (2001) The divergent Caenorhabditis elegans beta-catenin proteins BAR-1, WRM-1 and HMP-2 make distinct protein interactions but retain functional redundancy in vivo. Genetics 159:159–172.1156089410.1093/genetics/159.1.159PMC1461775

[35] LiJ, HeJ, YuC (2012) Chitosan oligosaccharide inhibits LPS-induced apoptosis of vascular endothelial cells through the BKCa channel and the p38 signaling pathway. International Journal of Molecular Medicine 30:157–164.2246965610.3892/ijmm.2012.954

[36] PathakS, BorodkinVS, AlbarbarawiO, CampbellDG, IbrahimA, et al (2012) O-GlcNAcylation of TAB1 modulates TAK1-mediated cytokine release. The EMBO journal 31:1394–1404.2230708210.1038/emboj.2012.8PMC3321193

[37] SifriCD, BegunJ, AusubelFM, CalderwoodSB (2003) Caenorhabditis elegans as a model host for Staphylococcus aureus pathogenesis. Infection and immunity 71:2208–2217.1265484310.1128/IAI.71.4.2208-2217.2003PMC152095

[38] IyerSP, HartGW (2003) Roles of the tetratricopeptide repeat domain in O-GlcNAc transferase targeting and protein substrate specificity. J Biol Chem 278:24608–24616.1272431310.1074/jbc.M300036200

[39] SifriCD, BegunJ, AusubelFM (2005) The worm has turned–microbial virulence modeled in Caenorhabditis elegans. Trends Microbiol 13:119–127.1573773010.1016/j.tim.2005.01.003

[40] LeeJ, KimKY, LeeJ, PaikYK (2010) Regulation of Dauer formation by O-GlcNAcylation in Caenorhabditis elegans. J Biol Chem 285:2930–2939.1994014910.1074/jbc.M109.022665PMC2823417

[41] InoueH, HisamotoN, AnJH, OliveiraRP, NishidaE, et al (2005) The C. elegans p38 MAPK pathway regulates nuclear localization of the transcription factor SKN-1 in oxidative stress response. Genes & development 19:2278–2283.1616637110.1101/gad.1324805PMC1240035

[42] PearsonJC, LemonsD, McGinnisW (2005) Modulating Hox gene functions during animal body patterning. Nat Rev Genet 6:893–904.1634107010.1038/nrg1726

[43] WangBB, Muller-ImmergluckMM, AustinJ, RobinsonNT, ChisholmA, et al (1993) A homeotic gene cluster patterns the anteroposterior body axis of C. elegans. Cell 74:29–42.810147410.1016/0092-8674(93)90292-x

[44] KneassZT, MarchaseRB (2004) Neutrophils exhibit rapid agonist-induced increases in protein-associated O-GlcNAc. J Biol Chem 279:45759–45765.1532213910.1074/jbc.M407911200

[45] GolksA, TranTT, GoetschyJF, GueriniD (2007) Requirement for O-linked N-acetylglucosaminyltransferase in lymphocytes activation. EMBO J 26:4368–4379.1788226310.1038/sj.emboj.7601845PMC2034663

[46] Pattee PA (1990) Genetic and physical mapping of the chromosome of Staphylococcus aureus NCTC 8325. Washington, DC: American Society for Microbiology.

[47] CheungAL, NastCC, BayerAS (1998) Selective activation of sar promoters with the use of green fluorescent protein transcriptional fusions as the detection system in the rabbit endocarditis model. Infect Immun 66:5988–5993.982638210.1128/iai.66.12.5988-5993.1998PMC108758

[48] TanM-W, Mahajan-MiklosS, AusubelFM (1999) Killing of Caenorhabditis elegans by Pseudomonas aeruginosa used to model mammalian bacterial pathogenesis. Proceedings of the National Academy of Sciences 96:715–720.10.1073/pnas.96.2.715PMC152029892699

[49] BrennerS (1974) The genetics of Caenorhabditis elegans. Genetics 77:71–94.436647610.1093/genetics/77.1.71PMC1213120

[50] LewisJA, FlemingJT (1995) Basic culture methods. Methods Cell Biol 48:3–29.8531730

[51] EisenmannDM, MaloofJN, SimskeJS, KenyonC, KimSK (1998) The beta-catenin homolog BAR-1 and LET-60 Ras coordinately regulate the Hox gene lin-39 during Caenorhabditis elegans vulval development. Development 125:3667–3680.971653210.1242/dev.125.18.3667

[52] GleasonJE, KorswagenHC, EisenmannDM (2002) Activation of Wnt signaling bypasses the requirement for RTK/Ras signaling during C. elegans vulval induction. Genes & development 16:1281–1290.1202330610.1101/gad.981602PMC186276

[53] Mahajan-MiklosS, TanMW, RahmeLG, AusubelFM (1999) Molecular mechanisms of bacterial virulence elucidated using a Pseudomonas aeruginosa-Caenorhabditis elegans pathogenesis model. Cell 96:47–56.998949610.1016/s0092-8674(00)80958-7

[54] Sulston J, Hodgkin J (1988) The Nematode Caenorhabditis elegans (Wood, WB, ed.) 587–606.

[55] Pukkila-WorleyR, FeinbaumR, KirienkoNV, Larkins-FordJ, ConeryAL, et al (2012) Stimulation of host immune defenses by a small molecule protects C. elegans from bacterial infection. PLoS Genet 8:e1002733.2271926110.1371/journal.pgen.1002733PMC3375230

[56] ZugastiO, EwbankJJ (2009) Neuroimmune regulation of antimicrobial peptide expression by a noncanonical TGF-beta signaling pathway in Caenorhabditis elegans epidermis. Nat Immunol 10:249–256.1919859210.1038/ni.1700

[57] StudenckaM, WesolowskiR, OpitzL, Salinas-RiesterG, WisniewskiJR, et al (2012) Transcriptional repression of Hox genes by C. elegans HP1/HPL and H1/HIS-24. PLoS Genet 8:e1002940.2302835110.1371/journal.pgen.1002940PMC3441639

[58] AballayA, DrenkardE, HilbunLR, AusubelFM (2003) Caenorhabditis elegans innate immune response triggered by Salmonella enterica requires intact LPS and is mediated by a MAPK signaling pathway. Curr Biol 13:47–52.1252674410.1016/s0960-9822(02)01396-9

[59] CouillaultC, PujolN, ReboulJ, SabatierL, GuichouJF, et al (2004) TLR-independent control of innate immunity in Caenorhabditis elegans by the TIR domain adaptor protein TIR-1, an ortholog of human SARM. Nat Immunol 5:488–494.1504811210.1038/ni1060

[60] CuiY, McBrideSJ, BoydWA, AlperS, FreedmanJH (2007) Toxicogenomic analysis of Caenorhabditis elegans reveals novel genes and pathways involved in the resistance to cadmium toxicity. Genome Biol 8:R122.1759264910.1186/gb-2007-8-6-r122PMC2394766

[61] EngelmannI, GriffonA, TichitL, Montanana-SanchisF, WangG, et al (2011) A comprehensive analysis of gene expression changes provoked by bacterial and fungal infection in C. elegans. PLoS One 6:e19055.2160291910.1371/journal.pone.0019055PMC3094335

[62] SunJ, LiuY, AballayA (2012) Organismal regulation of XBP-1-mediated unfolded protein response during development and immune activation. EMBO Rep 13:855–860.2279102410.1038/embor.2012.100PMC3432796

# Supplementary material for: Conserved Nutrient Sensor O-GlcNAc Transferase Is Integral to C. elegans Pathogen-Specific Immunity
**Source:** PLoS One. 2014 Dec 4;9(12):e113231. doi: 10.1371/journal.pone.0113231
**Supplement:** Table S2 — Pumping rate statistics.

Table S2. Pumping rate statistics

Alpha	0.01											
	Mean Diff.	Significant?	Summary	Individual P Value	Mean 1	Mean 2	Mean Diff.	SE of diff.	n1	n2	t	DF
N2 OP50 vs. ok430 OP50	7.125	No	ns	0.2291	78.94	71.81	7.125	5.915	16	16	1.204	422
N2 OP50 vs. ok1474 OP50	3.392	No	ns	0.605	78.94	75.55	3.392	6.553	16	11	0.5176	422
N2 OP50 vs. ok1207 OP50	4.574	No	ns	0.4856	78.94	74.36	4.574	6.553	16	11	0.698	422
N2 OP50 vs. tm3642 OP50	2.375	No	ns	0.6883	78.94	76.56	2.375	5.915	16	16	0.4015	422
N2 OP50 vs. km25 OP50	2	No	ns	0.7355	78.94	76.94	2	5.915	16	16	0.3381	422
N2 OP50 vs. ok1474;ok1207 OP50	4.483	No	ns	0.4943	78.94	74.45	4.483	6.553	16	11	0.6841	422
N2 OP50 vs. ok430;km25 OP50	12.39	No	ns	0.0593	78.94	66.55	12.39	6.553	16	11	1.891	422
N2 OP50 vs. ok1474;km25 OP50	8.301	No	ns	0.206	78.94	70.64	8.301	6.553	16	11	1.267	422
N2 OP50 vs. ok1207;km25 OP50	4.483	No	ns	0.4943	78.94	74.45	4.483	6.553	16	11	0.6841	422
N2 OP50 vs. tm3642;km25 OP50	6.665	No	ns	0.3097	78.94	72.27	6.665	6.553	16	11	1.017	422
N2 OP50 vs. N2 SA	25.38	Yes	****	< 0.0001	78.94	53.56	25.38	5.749	16	18	4.415	422
N2 OP50 vs. ok430 SA	48.14	Yes	****	< 0.0001	78.94	30.8	48.14	5.357	16	25	8.987	422
N2 OP50 vs. ok1474 SA	41.07	Yes	****	< 0.0001	78.94	37.87	41.07	6.013	16	15	6.83	422
N2 OP50 vs. ok1207 SA	24.85	Yes	***	0.0001	78.94	54.08	24.85	6.389	16	12	3.89	422
N2 OP50 vs. tm3642 SA	24.05	Yes	****	< 0.0001	78.94	54.89	24.05	5.749	16	18	4.183	422
N2 OP50 vs. km25 SA	36.53	Yes	****	< 0.0001	78.94	42.41	36.53	5.497	16	22	6.645	422
N2 OP50 vs. ok1474;ok1207 SA	48.56	Yes	****	< 0.0001	78.94	30.38	48.56	5.915	16	16	8.21	422
N2 OP50 vs. ok430;km25 SA	71.39	Yes	****	< 0.0001	78.94	7.545	71.39	6.553	16	11	10.89	422
N2 OP50 vs. ok1474;km25 SA	69.14	Yes	****	< 0.0001	78.94	9.8	69.14	6.745	16	10	10.25	422
N2 OP50 vs. ok1207;km25 SA	40.17	Yes	****	< 0.0001	78.94	38.77	40.17	6.247	16	13	6.43	422
N2 OP50 vs. tm3642;km25 SA	43.44	Yes	****	< 0.0001	78.94	35.5	43.44	5.915	16	16	7.343	422
N2 OP50 vs. N2 PA	12.64	No	ns	0.0617	78.94	66.3	12.64	6.745	16	10	1.874	422
N2 OP50 vs. ok430 PA	13.74	No	*	0.0423	78.94	65.2	13.74	6.745	16	10	2.037	422
N2 OP50 vs. ok1474 PA	15.84	No	*	0.0193	78.94	63.1	15.84	6.745	16	10	2.348	422
N2 OP50 vs. ok1207 PA	25.34	Yes	***	0.0002	78.94	53.6	25.34	6.745	16	10	3.757	422
N2 OP50 vs. tm3642 PA	29.64	Yes	****	< 0.0001	78.94	49.3	29.64	6.745	16	10	4.394	422
N2 OP50 vs. km25 PA	42.54	Yes	****	< 0.0001	78.94	36.4	42.54	6.745	16	10	6.307	422
N2 OP50 vs. ok1474;ok1207 PA	20.34	Yes	**	0.0027	78.94	58.6	20.34	6.745	16	10	3.015	422
N2 OP50 vs. ok430;km25 PA	59.34	Yes	****	< 0.0001	78.94	19.6	59.34	6.745	16	10	8.798	422
N2 OP50 vs. ok1474;km25 PA	39.54	Yes	****	< 0.0001	78.94	39.4	39.54	6.745	16	10	5.862	422
N2 OP50 vs. ok1207;km25 PA	42.64	Yes	****	< 0.0001	78.94	36.3	42.64	6.745	16	10	6.322	422

N2 OP50 vs. tm3642;km25 PA	53.04	Yes	****	< 0.0001	78.94	25.9	53.04	6.745	16	10	7.864	422
ok430 OP50 vs. ok430;km25 OP50	5.267	No	ns	0.422	71.81	66.55	5.267	6.553	16	11	0.8037	422
ok430 OP50 vs. ok430 SA	41.01	Yes	****	< 0.0001	71.81	30.8	41.01	5.357	16	25	7.656	422
ok430 OP50 vs. ok430 PA	6.613	No	ns	0.3274	71.81	65.2	6.613	6.745	16	10	0.9804	422
ok1474 OP50 vs. ok1474;ok1207 OP50	1.091	No	ns	0.8785	75.55	74.45	1.091	7.134	11	11	0.1529	422
ok1474 OP50 vs. ok1474;km25 OP50	4.909	No	ns	0.4918	75.55	70.64	4.909	7.134	11	11	0.6881	422
ok1474 OP50 vs. ok1474 SA	37.68	Yes	****	< 0.0001	75.55	37.87	37.68	6.642	11	15	5.673	422
ok1474 OP50 vs. ok1474 PA	12.45	No	ns	0.0894	75.55	63.1	12.45	7.31	11	10	1.702	422
ok1207 OP50 vs. ok1474;ok1207 OP50	-0.09091	No	ns	0.9898	74.36	74.45	-0.09091	7.134	11	11	0.01274	422
ok1207 OP50 vs. ok1207;km25 OP50	-0.09091	No	ns	0.9898	74.36	74.45	-0.09091	7.134	11	11	0.01274	422
ok1207 OP50 vs. ok1207 SA	20.28	Yes	**	0.0039	74.36	54.08	20.28	6.984	11	12	2.904	422
ok1207 OP50 vs. ok1207 PA	20.76	Yes	**	0.0047	74.36	53.6	20.76	7.31	11	10	2.84	422
tm3642 OP50 vs. tm3642;km25 OP50	4.29	No	ns	0.5131	76.56	72.27	4.29	6.553	16	11	0.6546	422
tm3642 OP50 vs. tm3642 SA	21.67	Yes	***	0.0002	76.56	54.89	21.67	5.749	16	18	3.77	422
tm3642 OP50 vs. tm3642 PA	27.26	Yes	****	< 0.0001	76.56	49.3	27.26	6.745	16	10	4.042	422
km25 OP50 vs. ok430;km25 OP50	10.39	No	ns	0.1135	76.94	66.55	10.39	6.553	16	11	1.586	422
km25 OP50 vs. ok1474;km25 OP50	6.301	No	ns	0.3368	76.94	70.64	6.301	6.553	16	11	0.9615	422
km25 OP50 vs. ok1207;km25 OP50	2.483	No	ns	0.705	76.94	74.45	2.483	6.553	16	11	0.3789	422
km25 OP50 vs. tm3642;km25 OP50	4.665	No	ns	0.477	76.94	72.27	4.665	6.553	16	11	0.7118	422
km25 OP50 vs. km25 SA	34.53	Yes	****	< 0.0001	76.94	42.41	34.53	5.497	16	22	6.281	422
km25 OP50 vs. km25 PA	40.54	Yes	****	< 0.0001	76.94	36.4	40.54	6.745	16	10	6.01	422
ok1474;ok1207 OP50 vs. ok1474;ok1207 SA	44.08	Yes	****	< 0.0001	74.45	30.38	44.08	6.553	11	16	6.726	422
ok1474;ok1207 OP50 vs. ok1474;ok1207 PA	15.85	No	*	0.0307	74.45	58.6	15.85	7.31	11	10	2.169	422
ok430;km25 OP50 vs. ok430;km25 SA	59	Yes	****	< 0.0001	66.55	7.545	59	7.134	11	11	8.27	422
ok430;km25 OP50 vs. ok430;km25 PA	46.95	Yes	****	< 0.0001	66.55	19.6	46.95	7.31	11	10	6.422	422
ok1474;km25 OP50 vs. ok1474;km25 SA	60.84	Yes	****	< 0.0001	70.64	9.8	60.84	7.31	11	10	8.322	422
ok1474;km25 OP50 vs. ok1474;km25 PA	31.24	Yes	****	< 0.0001	70.64	39.4	31.24	7.31	11	10	4.273	422
ok1207;km25 OP50 vs. ok1207;km25 SA	35.69	Yes	****	< 0.0001	74.45	38.77	35.69	6.854	11	13	5.206	422
ok1207;km25 OP50 vs. ok1207;km25 PA	38.15	Yes	****	< 0.0001	74.45	36.3	38.15	7.31	11	10	5.219	422
tm3642;km25 OP50 vs. tm3642;km25 SA	36.77	Yes	****	< 0.0001	72.27	35.5	36.77	6.553	11	16	5.611	422
tm3642;km25 OP50 vs. tm3642;km25 PA	46.37	Yes	****	< 0.0001	72.27	25.9	46.37	7.31	11	10	6.343	422
N2 SA vs. ok430 SA	22.76	Yes	****	< 0.0001	53.56	30.8	22.76	5.172	18	25	4.4	422
N2 SA vs. ok1474 SA	15.69	Yes	**	0.0076	53.56	37.87	15.69	5.849	18	15	2.682	422
N2 SA vs. ok1207 SA	-0.5278	No	ns	0.9326	53.56	54.08	-0.5278	6.235	18	12	0.08464	422
N2 SA vs. tm3642 SA	-1.333	No	ns	0.8112	53.56	54.89	-1.333	5.577	18	18	0.2391	422
N2 SA vs. km25 SA	11.15	No	*	0.0367	53.56	42.41	11.15	5.318	18	22	2.096	422
N2 SA vs. ok1474;ok1207 SA	23.18	Yes	****	< 0.0001	53.56	30.38	23.18	5.749	18	16	4.032	422

N2 SA vs. ok430;km25 SA	46.01	Yes	****	< 0.0001	53.56	7.545	46.01	6.403	18	11	7.186	422
N2 SA vs. ok1474;km25 SA	43.76	Yes	****	< 0.0001	53.56	9.8	43.76	6.599	18	10	6.631	422
N2 SA vs. ok1207;km25 SA	14.79	No	*	0.0156	53.56	38.77	14.79	6.09	18	13	2.428	422
N2 SA vs. tm3642;km25 SA	18.06	Yes	**	0.0018	53.56	35.5	18.06	5.749	18	16	3.141	422
ok430 SA vs. ok430;km25 SA	23.25	Yes	***	0.0001	30.8	7.545	23.25	6.054	25	11	3.841	422
ok1474 SA vs. ok1474;ok1207 SA	7.492	No	ns	0.2135	37.87	30.38	7.492	6.013	15	16	1.246	422
ok1474 SA vs. ok1474;km25 SA	28.07	Yes	****	< 0.0001	37.87	9.8	28.07	6.83	15	10	4.109	422
ok1207 SA vs. ok1474;ok1207 SA	23.71	Yes	***	0.0002	54.08	30.38	23.71	6.389	12	16	3.711	422
ok1207 SA vs. ok1207;km25 SA	15.31	No	*	0.0227	54.08	38.77	15.31	6.698	12	13	2.286	422
tm3642 SA vs. tm3642;km25 SA	19.39	Yes	***	0.0008	54.89	35.5	19.39	5.749	18	16	3.373	422
km25 SA vs. ok430;km25 SA	34.86	Yes	****	< 0.0001	42.41	7.545	34.86	6.178	22	11	5.643	422
km25 SA vs. ok1474;km25 SA	32.61	Yes	****	< 0.0001	42.41	9.8	32.61	6.381	22	10	5.11	422
km25 SA vs. ok1207;km25 SA	3.64	No	ns	0.5344	42.41	38.77	3.64	5.853	22	13	0.6219	422
km25 SA vs. tm3642;km25 SA	6.909	No	ns	0.2095	42.41	35.5	6.909	5.497	22	16	1.257	422
N2 PA vs. ok430 PA	1.1	No	ns	0.8832	66.3	65.2	1.1	7.482	10	10	0.147	422
N2 PA vs. ok1474 PA	3.2	No	ns	0.6691	66.3	63.1	3.2	7.482	10	10	0.4277	422
N2 PA vs. ok1207 PA	12.7	No	ns	0.0904	66.3	53.6	12.7	7.482	10	10	1.697	422
N2 PA vs. tm3642 PA	17	No	*	0.0236	66.3	49.3	17	7.482	10	10	2.272	422
N2 PA vs. km25 PA	29.9	Yes	****	< 0.0001	66.3	36.4	29.9	7.482	10	10	3.996	422
N2 PA vs. ok1474;ok1207 PA	7.7	No	ns	0.304	66.3	58.6	7.7	7.482	10	10	1.029	422
N2 PA vs. ok430;km25 PA	46.7	Yes	****	< 0.0001	66.3	19.6	46.7	7.482	10	10	6.241	422
N2 PA vs. ok1474;km25 PA	26.9	Yes	***	0.0004	66.3	39.4	26.9	7.482	10	10	3.595	422
N2 PA vs. ok1207;km25 PA	30	Yes	****	< 0.0001	66.3	36.3	30	7.482	10	10	4.009	422
N2 PA vs. tm3642;km25 PA	40.4	Yes	****	< 0.0001	66.3	25.9	40.4	7.482	10	10	5.399	422
ok430 PA vs. ok430;km25 PA	45.6	Yes	****	< 0.0001	65.2	19.6	45.6	7.482	10	10	6.094	422
ok1474 PA vs. ok1474;ok1207 PA	4.5	No	ns	0.5479	63.1	58.6	4.5	7.482	10	10	0.6014	422
ok1474 PA vs. ok1474;km25 PA	23.7	Yes	**	0.0016	63.1	39.4	23.7	7.482	10	10	3.167	422
ok1207 PA vs. ok1474;ok1207 PA	-5	No	ns	0.5044	53.6	58.6	-5	7.482	10	10	0.6682	422
ok1207 PA vs. ok1207;km25 PA	17.3	No	*	0.0213	53.6	36.3	17.3	7.482	10	10	2.312	422
tm3642 PA vs. tm3642;km25 PA	23.4	Yes	**	0.0019	49.3	25.9	23.4	7.482	10	10	3.127	422
km25 PA vs. ok430;km25 PA	16.8	No	*	0.0253	36.4	19.6	16.8	7.482	10	10	2.245	422
km25 PA vs. ok1474;km25 PA	-3	No	ns	0.6887	36.4	39.4	-3	7.482	10	10	0.4009	422
km25 PA vs. ok1207;km25 PA	0.1	No	ns	0.9893	36.4	36.3	0.1	7.482	10	10	0.01336	422
km25 PA vs. tm3642;km25 PA	10.5	No	ns	0.1613	36.4	25.9	10.5	7.482	10	10	1.403	422

# Supplementary material for: Conserved Nutrient Sensor O-GlcNAc Transferase Is Integral to C. elegans Pathogen-Specific Immunity
**Source:** PLoS One. 2014 Dec 4;9(12):e113231. doi: 10.1371/journal.pone.0113231
**Supplement:** Table S3 — Broodsize statistics.

Table S3. Broodsize statistics

Alpha	0.001							
	Mean Diff.	Significant?	Summary	Individual P Value				
N2 vs. ok1474	20.67	No	**	0.0069				
N2 vs. ok430	30.51	Yes	***	0.0005				
N2 vs. ok1207	0.1143	No	ns	0.988				
N2 vs. tm3642	-6.849	No	ns	0.4347				
N2 vs. km25	2.901	No	ns	0.6639				
Test details	Mean 1	Mean 2	Mean Diff.	SE of diff.	n1	n2	t	DF
N2 vs. ok1474	209	188.4	20.67	7.621	63	45	2.712	558
N2 vs. ok430	209	178.5	30.51	8.661	63	30	3.523	558
N2 vs. ok1207	209	208.9	0.1143	7.621	63	45	0.015	558
N2 vs. tm3642	209	215.9	-6.849	8.762	63	29	0.7817	558
N2 vs. km25	209	206.1	2.901	6.673	63	75	0.4347	558

Alpha	0.001							
	Mean Diff.	Significant?	Summary	Individual P Value				
N2 vs. ga80	83.37	Yes	****	< 0.0001				
Test details	Mean 1	Mean 2	Mean Diff.	SE of diff.	n1	n2	t	DF
N2 vs. ga80	195	111.7	83.37	10.64	33	38	7.837	217

How the deposited data were processed for this re-analysis (not part of the article)

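RNA from synchronized L4 larvae of N2, *pmk-1(km25)*, *oga-1(ok1207)* and *ogt-1(ok1474)* was measured on Affymetrix *C. elegans* arrays after 6 h at 18 °C on OP50, *S. aureus* or *P. aeruginosa*, with 3 arrays in each of the 12 groups. The values are log2 intensities as deposited by the authors, who made them with RMA (background correction, quantile normalization and a summary of the probes of each set). They run from 2.137 to 14.21, and no further scaling was applied. The scanner images were not analysed here, so the background level of single probes is unknown and the number of arrays limits the precision. The fold changes in the part of Dataset S1 that was read (966 of its 22625 lines, 17 columns) were checked against differences of the group means of these values, and the largest difference was 7.9e-05 on the log2 scale.

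The 36 arrays were grouped by the strain and bacteria in their labels. Control probe sets were left out, and genes were named from the array's annotation; probe sets naming several genes or none count in the totals but name no gene. A pair of genes of Fig. 3C, *spp-20* and Y41C4A.11, were matched through Dataset S1.

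For each probe set a linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3 over all 36 arrays, with 24 residual degrees of freedom and 5.11 prior degrees of freedom. Its moderated tests compared each mutant with N2 on OP50, each strain on a pathogen with the same strain on OP50, and the response of each mutant with that of N2. The calls need an adjusted p under 0.05 (Benjamini-Hochberg) and 2-fold. The calls by the thresholds of the paper's methods used an ordinary contrast of the same group means, an unadjusted p under 0.05 and 2-fold. Groups of genes (29 lists by gene name or family) were tested in each comparison with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry; the p-values of each method were adjusted over the 29 lists of a comparison, with 493 list comparisons in all. The list of Fig. 3C and the fasting lists come from the paper and in part from these arrays. The fasting lists hold only the genes that the paper names, several because they changed here, so no list test of either is given. The PMK-1-dependent effectors are known targets of the pathway, but some had been seen in Dataset S1 when the list was written, so their tests are not independent of these arrays. Over-representation among genes called in all 3 mutants used Fisher's exact test, one-sided, with the 17120 measured genes as background; the same test at the methods' thresholds was added after the values were seen.

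The genes named in the text are those the paper names, the 10 largest rises and 10 largest falls called in each comparison among probe sets that name 1 gene and whose arrays do not overlap between the groups, the 5 largest called differences between strains either way by the same rule, and the 4 called members of each list with the largest change. Values in Fig. 3C and in Dataset S1 had been seen when this rule was written. The lists, the rule for named genes, the comparisons and the alternatives were fixed before the data were examined, apart from those said to be chosen afterwards. Chosen after their values were seen were the claudin-like genes and the genes that differ between the *ogt-1* and *oga-1* responses. A change of sign was not counted as a reversal where the value is not called and was, in the fit over all arrays, within its standard error.

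The calls and the list tests were tried on simulated data with planted changes and noise drawn independently for each probe set and array. The real arrays share structure within groups, so the numbers of false calls may not carry over to them. In the N2 response to *S. aureus*, all planted changes of log2 2.5 were called (100%) and 2 unchanged probe sets were. In the comparison of the *ogt-1* and N2 responses, 35.8% of planted differences of log2 1 and 91.0% of log2 1.5 were called with 3 false calls. A planted change of log2 1 in all 3 mutants was called in all 3 for 14.9% of probe sets. Changes of log2 1 lie at the 2-fold minimum, so these shares reflect that minimum as well as the number of arrays.

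The alternatives were the methods' thresholds, no minimum on the fold, a filter on dim probe sets (log2 5 or more in 3 or more arrays, which keeps 17522), quantile normalization of the values, centring each array on its median, a trend and robust prior in limma, array weights, 1 probe set per gene, a fit on the compared groups alone, another definition of a shared response, and leaving out each array. Centring moved the median of all probe sets on OP50 to 0.107 in *oga-1* and 0.116 in *pmk-1* against N2, from 0.043 and 0.074. A covariate from the molting genes and the place of an array in its group as a block were added after the values were seen. Shared controls were examined with 100 simulated sets of unchanged arrays. Other groupings of the arrays were counted in all 10 splits of 3 arrays against 3, or in 100 drawn ones with the real one among them. For differences between strains, the mean difference between mutant and N2 was taken out before the arrays were regrouped, a step added after the groupings without it had been seen. No RT-qPCR, survival or pumping data and no double mutant were analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.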

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

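The tests of the *S. aureus* response of *ogt-1* against N2 (other arrays than N2, the level on OP50, the molting genes as a covariate), the test of the place of arrays in their groups, the fits with the molting genes or the place as a term, and the form of the regrouping used for differences between strains were chosen only after the results were seen; the tests of the probe sets changed in all 3 mutants on the pathogens and in the stage lists were set before.

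On *S. aureus*, the genes with a higher log2 change in *ogt-1* than in N2 include the infection response genes *irg-6* and *irg-2*, the C-type lectin gene *clec-3*, the nuclear receptor gene *nhr-6*, *exc-5* and Y75B8A.28, while the protease gene *cpr-2* and the fat oxidation gene *hacd-1* had a lower one, *cpr-2* because it rose less and *hacd-1* because it fell further. Each of these stands out because the response differed between the strains in a test of that difference. The difference of log2 changes was 3.24 for Y47H10A.5, 3.07 for *irg-6*, 2.55 for *irg-2*, 2.54 for *nhr-6*, 2.51 for *clec-3*, 2.22 for Y75B8A.28 and 1.21 for *exc-5*, and -2.11 for *cpr-2*, -2.14 for *hacd-1*, -2.14 for *math-34*, -2.33 for *clec-61* and -2.72 for F45D11.1. In all 112 probe sets differed in *ogt-1*. The highest other grouping called 9 in the form of regrouping chosen afterwards and 265 in the form run first, and chance is not called excluded. Y47H10A.5, *irg-6*, *nhr-6* and Y75B8A.28 kept the call in each setting run on them; *irg-2* and *clec-3* lost it with only the compared groups (adjusted p = 0.0639 and 0.0856), *exc-5* and *hacd-1* there (0.1490 and 0.0574) and without single arrays, and *cpr-2*, *math-34*, *clec-61* and F45D11.1 without single arrays. The count was 63 without *ogt-1* OP50 array 4, 62 and 69 without *ogt-1* *S. aureus* arrays 16 and 18, and 70 without N2 *S. aureus* array 22.

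In the pattern weighed first, 99 of the 112 probe sets had a higher log2 change on *S. aureus* in *ogt-1* than in N2, with a median difference of 1.57; 72 of them were called higher on *S. aureus* in *ogt-1* and 11 called lower in N2, so not all are larger responses. On *S. aureus* itself these probe sets were higher in *ogt-1* than in N2 by a median of 0.95, beside -0.64 on OP50. They were picked for the difference of these values, so the medians cannot decide whether a lower level in *ogt-1* on OP50 is the whole cause. Taken singly, 39 of the 99 were called higher in *ogt-1* than in N2 on *S. aureus*, and 16 were called lower on OP50. These calls rest on the same arrays that picked the 99, so they do not decide either whether a lower level on OP50 is the whole cause. Whether a difference in stage is the cause is not decided. With the molting genes as a covariate 136 probe sets were called. From OP50 to *S. aureus* the mean of the molting genes went from 0.99 to 0.55 in N2 and from 0.26 to -0.21 in *ogt-1*. It fell alike in both strains, so the covariate can hardly change this comparison. N2 arrays that stand apart stay open: the responses of *ogt-1* and *oga-1*, a comparison without any N2 array, differed in 9 probe sets, 7 of them higher in *ogt-1*, and the 99 had a median difference from N2 of 0.64 in *oga-1* and 0.68 in *pmk-1*. A loss of O-GlcNAc that releases a part of the response may explain the genes that also differ from *oga-1*, among them *irg-6*, but this was not tested.

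In *oga-1* on *S. aureus* 3 probe sets differed from N2, *cpr-4* by 1.88, Y41C4A.11 by 1.83 and *fipr-26* by -3.03. The highest other grouping called 2, in the form of regrouping chosen afterwards, and chance is not excluded because the form run first differs. The count was 0 without *oga-1* OP50 array 8 or 9 or N2 *S. aureus* array 23 (599, 540 and 700 at an unadjusted p under 0.05 in limma) and 1 without *oga-1* *S. aureus* array 21. Y41C4A.11 lost its call with only the compared groups (adjusted p = 0.0566), without *oga-1* OP50 array 7 (0.0957), 8 (0.1688) or 9 (0.0899), N2 OP50 array 10 (0.1154) or 12 (0.2147), *oga-1* *S. aureus* array 19 (0.1179), 20 (0.0528) or 21 (0.1409), and N2 *S. aureus* array 22 (0.1202) or 23 (0.1674). *cpr-4* lost it with only the compared groups (0.0975), without *oga-1* OP50 array 8 (0.0901) or 9 (0.0586), N2 OP50 array 10 (0.0683), *oga-1* *S. aureus* array 19 (0.0911) or 21 (0.0560), and N2 *S. aureus* array 23 (0.0539) or 24 (0.0702), and *fipr-26* without *oga-1* OP50 array 8 (0.0519) or 9 (0.0536) or N2 *S. aureus* array 23 (0.0539). In *pmk-1* on *S. aureus* 69 differed (highest other 3 in the form chosen afterwards), but 22 without *pmk-1* OP50 array 1, 38 without N2 OP50 array 11 and 38 without N2 *S. aureus* array 22. Here too chance is not excluded, because the form run first differs. The largest were *lys-3* (2.54), *cnc-4* (2.40), *otpl-6* (2.34), *irg-2* (2.32) and *oac-32* (2.24) upward and *acd-2* (-2.07), *cpr-2* (-2.52), *fipr-24* (-2.62), *nlp-25* (-2.65) and *fipr-26* (-3.46) downward, of which *cnc-4* lost its call with only the compared groups (0.0615), *irg-2*, *otpl-6* and *acd-2* there (0.0948, 0.1852 and 0.1488) and without single arrays, and *lys-3* without single arrays.

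On *P. aeruginosa* the lectin gene *clec-45*, the CUB gene *irg-6* and C17H12.6 answered less in *pmk-1* than in N2. In *pmk-1* 79 probe sets differed from N2, beside 76 in the highest other grouping of the form chosen afterwards. Chance is not excluded for this count. Upward were Y51B9A.8 (3.88), *irg-2* (2.98), Y17D7B.3 (2.95), *dod-24* (2.73) and *lys-3* (2.71), and downward F25A2.1 (-2.13), *spl-2* (-2.94), C17H12.6 (-3.26), *irg-6* (-3.88) and *clec-45* (-4.94); with only the compared groups *dod-24* (adjusted p = 0.0746), *lys-3* (0.0924) and Y17D7B.3 (0.1748) lost their calls, the last also with a trend and robust prior (0.0538) and without single arrays, and the count was 30. In *ogt-1* 2 probe sets differed, with *cpr-4* at 2.00, and chance cannot be excluded. Another grouping called 397, and what lies behind it was not tested. That count was 0 without *ogt-1* OP50 array 5 or *P. aeruginosa* array 30 (535 and 922 at an unadjusted p under 0.05 in limma), 1 without *ogt-1* arrays 4 or 29 or N2 arrays 34 or 35, 4 without N2 array 10 and 5 without N2 array 12. In *oga-1* 2 differed, *cpr-4* by 2.01 and *fipr-26* by -3.37. In the form chosen afterwards 2 of 100 groupings were as large, with a highest other of 4, and chance is not excluded. The *oga-1* count was 4 without N2 OP50 array 10.

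How many groupings were as large for these 6 counts depends on the form of the regrouping. The form run first left the mean difference between mutant and N2 in place. With it the share as large was under 0.05 for *ogt-1* on *S. aureus* (4 of 100 groupings as large, highest other 265) but for none of the other 5. There, the groupings as large and the highest other were 10 and 519 for *oga-1* and 10 and 2989 for *pmk-1* on *S. aureus*, and 9 and 1108 for *ogt-1*, 12 and 2375 for *oga-1* and 12 and 4916 for *pmk-1* on *P. aeruginosa*. It was replaced after these values were seen, because arrays of both strains within a regrouped strain carry the strain difference into the response. The highest other groupings given before this paragraph come from the form chosen afterwards. Where only that form passes, chance is not called excluded. For *ogt-1* on *S. aureus* both forms pass, but 4 of 100 is a narrow pass among 6 counts. Regrouping also takes the arrays as independent, and the labels do not say which of them share a culture. Chance is thus not called excluded for that count either.

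The pattern weighed next is that the probe sets changed in all 3 mutants on OP50 are mostly lower and hold skin genes of the molt. N2 arrays that stand apart on OP50 alone are argued against as the whole cause, because the same probe sets differed in the same direction between mutants and N2 on both pathogens, with a lowest median of 0.976 over the 287 with 1 direction in the 3 mutants. A difference in developmental stage between mutants and N2 stays open and is in line with 2 of 5 stage lists being over-represented, collagens and molting genes (at the methods' thresholds vitellogenins too, adjusted p = 0.0222 from Fisher's exact test, chosen afterwards); with the molting genes as a covariate 2 probe sets were called in all 3, while the standard errors were larger by ratios of 1.21 in *ogt-1*, 1.37 in *oga-1* and 1.55 in *pmk-1* and the median changes, turned to the OP50 direction, were 0.36, 0.33 and 0.39. An N2 culture that stands apart stays open too, since the methods divide the worms among the bacteria and such a culture would reappear on the pathogens (N2 arrays 11, 23 and 35 are each highest of their group in the molting genes, at 1.31, 0.81 and 1.08, and lowest in the oocyte genes, at -0.73, -1.25 and -0.94), and an effect of each mutation on skin genes themselves was not told from stage. Of 100 groupings, 2 gave a count as large as 290, the real one included, but this does not decide about chance. Mixing N2 with mutant arrays loses calls wherever N2 differs from the mutants. The grouping that left the 3 N2 arrays together and mixed the mutants called 410. The count was 25 without N2 array 11, 653 without array 10, 114 without array 12, and 104 and 124 without *ogt-1* arrays 4 and 6.

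A pattern of the arrays themselves is that in 12 of 12 groups the array with the middle number lay lowest on the second component within groups (17.1% of that variance), with a permutation p of 1e-05, the smallest that 100000 permutations can give. In N2 the place goes with the stage markers, with a mean deviation of the molting genes from their group of 0.35 in the middle arrays and -0.18 in the others, beside 0.08, 0.04 and -0.01 in the middle arrays of *ogt-1*, *oga-1* and *pmk-1*; this difference was not tested and bears on each comparison with N2. The component was picked after it was seen, and the labels do not say what the place stands for, so a shared day, handling or culture may explain it but is not known. With the place as a block, the counts of differing responses were 176 in *ogt-1*, 7 in *oga-1* and 128 in *pmk-1* on *S. aureus* and 2, 3 and 120 on *P. aeruginosa*, and the count in all 3 mutants was 348. No biological explanation of the place was tested.

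Among called genes outside those the paper names, the largest rises include the small GTPase gene *warf-1* and the claudin-like gene *clc-21*. On OP50 they were ZK218.5 in *ogt-1* (log2 5.44), *warf-1* in *oga-1* (3.04) and *gtnt-17* in *pmk-1* (2.45). On *S. aureus* they were Y65B4BR.1 in N2 (4.08), *clc-21* in *ogt-1* (4.31), Y47H9C.1 in *oga-1* (4.52) and *nspe-7* in *pmk-1* (4.06), and on *P. aeruginosa* *nspg-7.2* in N2 (7.21), *ogt-1* (6.11) and *oga-1* (5.86) and *dod-24* in *pmk-1* (5.54).

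For comparisons of 3 arrays against 3 the 10 splits are too few for a share under 0.05. The real counts and the highest of the other splits were 479 and 4 for *ogt-1*, 661 and 1 for *oga-1*, and 1196 and 0 for *pmk-1* on OP50. For *S. aureus* they were 861 and 43 in N2, 1005 and 0 in *ogt-1*, 780 and 0 in *oga-1*, and 770 and 0 in *pmk-1*. For *P. aeruginosa* they were 513 and 290 in N2, 369 and 15 in *ogt-1*, 379 and 0 in *oga-1*, and 398 and 0 in *pmk-1*; the 290 came from the split that kept OP50 array 10 with *P. aeruginosa* arrays 34 and 36. Between the pathogens they were 336 and 4 in N2, 341 and 0 in *ogt-1*, 411 and 0 in *oga-1*, and 393 and 39 in *pmk-1*. For fasting genes they were 7 and 0 in N2, 7 and 0 in *ogt-1*, and 5 and 0 in *oga-1*. For the overlap of the pathogens in N2, 274, 2 of 100 groupings were as large, the real one included. This does not decide about chance, since mixing OP50 with pathogen arrays loses calls. A grouping that kept the OP50 arrays together and mixed the pathogens gave 329. For the 153 list results of camera chance cannot be excluded, since 8 of 100 groupings gave as many and the highest other gave 196.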

How the results depend on the processing

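The molting genes as a covariate and the place of an array in its group as a block were chosen after the values were seen; the other alternatives were planned. For each change, the cause was not tested unless the alternative's own construction shows it. No analysis paired by culture was made, because the methods say that worms were divided among the 3 bacteria but neither they nor the labels, which number the arrays 1 to 36, say which arrays share a culture; the block by place rests on the array numbers alone.

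The larger *S. aureus* response of *irg-6* in *ogt-1* kept its call under each alternative run on it, that of *irg-2* lost it with only the compared groups, the smaller rise of *cpr-2* lost it without some of the arrays, and the larger fall of *hacd-1* lost it with only the compared groups (adjusted p = 0.0574) and without some of the arrays. The counts that moved by over 1.5 times were these. With the methods' thresholds, the differences from N2 on *S. aureus* were 291 in *ogt-1*, 82 in *oga-1* and 297 in *pmk-1*, and on *P. aeruginosa* 48, 62 and 230. With no minimum on the fold, which by construction adds calls, the OP50 counts were 1362 (*ogt-1*), 1298 (*oga-1*) and 4723 (*pmk-1*) and 607 in all 3; the *S. aureus* responses 3090 (N2), 3866, 2674 and 2395; the *P. aeruginosa* responses 1763, 1084, 1056 and 925; *S. aureus* against *P. aeruginosa* 1092, 856, 1453 and 1121; the overlap in N2 1008; and the fasting genes in *oga-1* 9. Array weights gave 729 for *ogt-1* on OP50, 442 in all 3 mutants, 593 for *ogt-1* on *P. aeruginosa*, and differences from N2 of 273 (*ogt-1*), 17 (*oga-1*) and 167 (*pmk-1*) on *S. aureus* and 66 (*ogt-1*) and 140 (*pmk-1*) on *P. aeruginosa*. Genes in place of probe sets gave 1 difference for *ogt-1* on *P. aeruginosa*. Only the compared groups gave differences of 8 (*oga-1*) and 17 (*pmk-1*) on *S. aureus*, 1 (*ogt-1*) and 30 (*pmk-1*) on *P. aeruginosa*, and 207 (N2) and 238 (*pmk-1*) between the pathogens; this fit holds fewer arrays. An overlap that counts a probe set called in 1 response and 1.5-fold in the other gave 642. The molting genes as a covariate gave 88, 53 and 92 for *ogt-1*, *oga-1* and *pmk-1* on OP50 and 2 in all 3. The place of the array in its group as a block gave differences of 176, 7 and 128 on *S. aureus* and 120 for *pmk-1* on *P. aeruginosa*, and moved no other count by so much. The dim filter, quantile normalization, centring and the trend and robust prior moved no count by over 1.5 times.

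Leaving out 1 array gave, from lowest to highest, 111 to 875 for *ogt-1*, 269 to 970 for *oga-1* and 855 to 1557 for *pmk-1* on OP50 and 25 to 653 in all 3. N2 OP50 array 11 gave each of the lowest and array 10 each of the highest of these. The *S. aureus* responses ran 796 to 911 (N2), 851 to 1093 (*ogt-1*), 688 to 796 (*oga-1*) and 698 to 881 (*pmk-1*); the *P. aeruginosa* responses 467 to 609, 286 to 460, 277 to 377 and 299 to 617 (without *pmk-1* *P. aeruginosa* array 25). Differences from N2 ran 62 to 129 (*ogt-1*), 0 to 3 (*oga-1*) and 22 to 75 (*pmk-1*) on *S. aureus* and 0 to 5, 2 to 4 and 59 to 98 on *P. aeruginosa*; beside the counts of 0, limma gave 540 to 700 (*oga-1*) and 535 to 922 (*ogt-1*) probe sets at an unadjusted p under 0.05. *S. aureus* against *P. aeruginosa* ran 304 to 368 (N2), 271 to 343 (*ogt-1*), 303 to 426 (*oga-1*) and 331 to 460 (*pmk-1*), the overlap in N2 243 to 309, and the fasting genes 6 to 8 (N2), 6 to 8 (*ogt-1*) and 5 to 6 (*oga-1*).

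Of 153 list results of camera, 32 passed with an estimated correlation and 85 with fry, which passed 19 others, 104 in all. Of 749 called values of 298 named genes, 186 lost their call in at least 1 setting, 179 of them when 1 array was left out. None of the called values changed sign. Of values that were not called but larger than their standard error over all arrays, 6 did; sign changes of smaller values were not counted. With array weights *cpt-4* on *S. aureus* in N2 was -0.073. Without *ogt-1* OP50 array 6, *acs-2* on OP50 in *ogt-1* was 0.003 (lowest -0.57, without array 5), its difference between *ogt-1* and N2 on *S. aureus* -0.024 (highest 0.549, without array 5), and *fat-2* on *P. aeruginosa* in *ogt-1* 0.003 (lowest -0.248, without array 5). Without *ogt-1* OP50 array 5, *snb-1* on *S. aureus* in *ogt-1* was -0.002 (highest 0.233, without array 6), and without N2 OP50 array 10, *mtl-1* on OP50 in *ogt-1* was -0.024 (highest 0.509, without *ogt-1* array 6).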

Differences from the paper's values

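The thresholds, the gene lists and the comparisons below were set before the data were examined.

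At the thresholds of the paper's methods, the counts of probe sets deregulated on OP50 were 606 in *ogt-1*, 776 in *oga-1*, 1214 in *pmk-1* and 387 in all 3, the numbers that the paper gives as genes. The direction differs: the arrows of Fig. 3A mark most of them as higher in the mutants, while here 413 of the 606 were lower in *ogt-1* and 193 higher, and 600 of the 776 were lower in *oga-1* and 176 higher. The fold changes of Dataset S1 have the direction found here.

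The paper lists F08A8.4 among the genes repressed on *S. aureus* in *ogt-1* animals. It is measured only by a probe set it shares with another acyl-CoA oxidase gene (*acox-1.3* and *acox-1.4*), which fell by log2 -1.26 (adjusted p = 0.0140), so 4 genes with a probe set of their own were lower and the paper counts 5. For *cpt-4*, which the paper calls induced in *ogt-1* on *S. aureus*, the brightest probe set rose by log2 0.97 and was not called at 2-fold; with no minimum on the fold it was called, and so was a dimmer probe set at 2-fold (log2 1.09).

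Carbohydrate-binding proteins are among the categories the paper finds enriched in the genes changed in all 3 mutants. The paper's categories come from the 387 probe sets at its methods' thresholds. These name 342 genes, among them 5 of 220 C-type lectins, where 4.39 would be there by chance (Fisher's exact test, one-sided, adjusted p = 1.0000, added after the other values were seen); among the 260 genes called in all 3 at an adjusted p under 0.05 and 2-fold there was 1. The category of the DAVID program holds other genes as well and was not analysed here.

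The paper calls the genes that *S. aureus* induces largely distinct from those that *P. aeruginosa* induces. In N2 31.5% of the probe sets raised by *S. aureus* were also raised by *P. aeruginosa*, but 56.1% of those raised by *P. aeruginosa* were also raised by *S. aureus*.

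The paper places *ogt-1* next to *lin-39*. In the annotation used here 89 protein-coding genes lie between them, and *glr-2* and *nuo-4* are the neighbours of *ogt-1*.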

Other observations

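The tests of claudin-like genes and of *P. aeruginosa*-induced genes, each over all probe sets or genes and within those that *S. aureus* raised in *ogt-1*, were chosen after the *S. aureus* responses had been seen. The tests of gene lists were set before, although some PMK-1-dependent effectors had been seen in Dataset S1.

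Claudin-like proteins are membrane proteins, some of which seal the contacts between cells of an epithelium. Of 24 measured *clc* and *cld* genes, 6 were among the 92 genes with a higher log2 change on *S. aureus* in *ogt-1* than in N2, where 0.13 would be there by chance (Fisher's exact test, one-sided, p = 2.54e-09). The difference between the strains was log2 2.50 for *clc-13*, 2.48 for *clc-21*, 2.45 for *clc-12*, 2.25 for *clc-19*, 2.01 for *cld-9* and 1.34 for *clc-1*. Within the 528 genes that *S. aureus* raised in *ogt-1*, 8 were claudin-like, and 6 of these were among the 66 with a higher change than in N2 (1 by chance, p = 7.07e-05 in Fisher's exact test). The test was made on the data in which the genes were noticed, and several of them may be regulated together. They are not shown to be particular to *ogt-1*: on *S. aureus* *clc-13*, *clc-12*, *clc-21* and *clc-19* rose in *oga-1* as well, by log2 2.62, 2.46, 2.42 and 1.17, and against the response of *oga-1* only *cld-9* differed (1.82, adjusted p = 0.0083), while *clc-13*, *clc-21*, *clc-12*, *clc-19* and *clc-1* did not pass the test (1.35, 1.89, 0.83, 0.58 and 0.75; adjusted p = 0.6288, 0.3066, 0.9998, 0.9998 and 0.4183).

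A release of the *P. aeruginosa* response on *S. aureus* in *ogt-1* might show as an excess of its genes, but the tests made here cannot decide about it. Over all probe sets, the 99 with a higher change than in N2 held 11 of 172 that *P. aeruginosa* raised in *oga-1* (0.76 by chance, Fisher's exact test, one-sided, p = 2.60e-10) and 13 of 294 raised in N2 (1.29 by chance, p = 5.49e-10 in the same test), but the genes that the pathogens raise are shared to begin with. Within the 621 probe sets that *S. aureus* raised in *ogt-1*, the 72 with a higher change than in N2 held 11 of 96 raised by *P. aeruginosa* in *oga-1*, where 11.13 would be there by chance (p = 0.5747 in Fisher's exact test), and 13 of 151 raised in N2, where 17.51 would (p = 0.9318). Probe sets that *S. aureus* also raised in N2 make up 309 of the 621 but only 3 of the 99. The 621 are thus not a fair baseline for genes that both pathogens raise. The test with the N2 response also shares the N2 OP50 arrays, with the opposite sign. No conclusion about a release is drawn from these tests. Between the responses of *ogt-1* and *oga-1* to *S. aureus*, *irg-6* differed by 3.18 and *irg-2* by 1.69 (adjusted p = 0.4632).

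On *P. aeruginosa* the PMK-1-dependent effectors rose in each mutant, 6 of 11 in *ogt-1* (camera, adjusted p = 7.29e-19; 7.50e-04 with an estimated correlation), 7 in *oga-1* (2.13e-20 and 4.09e-04) and 4 in *pmk-1* (1.49e-07 and 0.0356). In *pmk-1* 5 of 15 fatty acid desaturases and elongases fell (5.94e-11 and 0.0099). In *oga-1* 9 of 145 cuticle collagens fell, 14 when adjusted over the list alone (2.99e-15, and 0.2117 with an estimated correlation). Of 220 C-type lectins, 7 had a lower log2 change on *P. aeruginosa* in *pmk-1* than in N2, 13 when adjusted over the list alone (0.0011 and 0.4910). On *S. aureus* 3 of 10 DAF-16 targets rose in *ogt-1* (4.18e-05 and 0.0026). Heat shock proteins, cysteine and aspartyl proteases, the Wnt, beta-catenin and Hox genes, and the hexosamine and O-GlcNAc genes passed camera in none of the 17 comparisons.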
